# Nitrogen-regulated antisense transcription in the adaptation to nitrogen deficiency in *Nostoc* sp. PCC 7120

**DOI:** 10.1093/pnasnexus/pgad187

**Published:** 2023-06-02

**Authors:** Manuel Brenes-Álvarez, Agustín Vioque, Alicia M Muro-Pastor

**Keywords:** *Anabaena*, antisense RNA, citrate synthase, heterocyst, posttranscriptional regulation

## Abstract

Transcriptomic analyses using high-throughput methods have revealed abundant antisense transcription in bacteria. Antisense transcription is often due to the overlap of mRNAs with long 5′ or 3′ regions that extend beyond the coding sequence. In addition, antisense RNAs that do not contain any coding sequence are also observed. *Nostoc* sp. PCC 7120 is a filamentous cyanobacterium that, under nitrogen limitation, behaves as a multicellular organism with division of labor among two different cell types that depend on each other, the vegetative CO_2_-fixing cells and the nitrogen-fixing heterocysts. The differentiation of heterocysts depends on the global nitrogen regulator NtcA and requires the specific regulator HetR. To identify antisense RNAs potentially involved in heterocyst differentiation, we assembled the *Nostoc* transcriptome using RNA-seq analysis of cells subjected to nitrogen limitation (9 or 24 h after nitrogen removal) in combination with a genome-wide set of transcriptional start sites and a prediction of transcriptional terminators. Our analysis resulted in the definition of a transcriptional map that includes >4,000 transcripts, 65% of which contain regions in antisense orientation to other transcripts. In addition to overlapping mRNAs, we identified nitrogen-regulated noncoding antisense RNAs transcribed from NtcA- or HetR-dependent promoters. As an example of this last category, we further analyzed an antisense (*as_gltA*) of the gene-encoding citrate synthase and showed that transcription of as_*gltA* takes place specifically in heterocysts. Since the overexpression of *as_gltA* reduces citrate synthase activity, this antisense RNA could eventually contribute to the metabolic remodeling that occurs during the differentiation of vegetative cells into heterocysts.

**Significance Statement**

The transcription of bacterial genomes extends beyond the regions classically defined as genes. Antisense transcription of the complementary strand of coding regions is very frequently observed, not only because of an overlap between transcripts that are produced in adjacent genes, but also as autonomous, nonprotein-coding transcripts, whose expression is sometimes regulated in response to environmental changes. The consequences of antisense transcription are still a matter of debate, but accumulating evidence points to possible regulatory roles. In this context, the observation that antisense transcription takes place from nitrogen-regulated promoters controlled by the cyanobacterial regulators NtcA or HetR suggests that these antisense transcripts may play a role in adaptation to nitrogen stress and/or the differentiation of functional heterocysts.

## Introduction

Cyanobacteria are oxygen-producing photosynthetic organisms. In addition to light, which has a daily cycle of availability, nutrients that are critical for cyanobacterial growth, such as nitrogen, are also subject to fluctuations in natural, especially aquatic, environments, imposing the need for complex regulatory circuits to adapt quickly and accurately to changing conditions. Adaptation to nitrogen deficiency in both unicellular and filamentous cyanobacteria is under the control of the global nitrogen regulator NtcA (1) and involves the use of alternative nitrogen sources, as well as the recycling of cellular components (e.g. the phycobiliproteins) as a source of amino acids (2). In addition, some filamentous cyanobacteria can fix atmospheric nitrogen in specialized cells called heterocysts. Heterocysts differentiate from certain vegetative cells along the filaments in a process that involves structural and metabolic transformations to provide the microaerobic environment required for the function of nitrogenase, the enzyme that performs N_2_ fixation (3–5). Many of the gene expression changes associated with heterocyst differentiation are under the control of the HetR regulator (6). Genes whose expression is activated by HetR are induced specifically in cells that are becoming heterocysts. Genes exhibiting NtcA- or HetR-dependent expression constitute the NtcA and HetR regulons, respectively.

A previous genome-wide analysis of transcriptional start sites (TSSs) in *Nostoc* sp. PCC 7120 revealed two main categories of nitrogen-regulated transcripts (7). The DEF (deficiency) category includes transcripts that are similarly regulated in the wild-type (WT) and *hetR* mutants, which cannot differentiate heterocysts. Although, in some cases, NtcA might be indirectly responsible for the observed regulation of DEF genes, most promoters in this category contain NtcA-binding sites, and therefore, the corresponding genes constitute the directly regulated NtcA regulon. The second category of nitrogen-regulated promoters, the DIF (differentiation) category, includes transcripts that require HetR for induction and, therefore, are specifically related to heterocyst differentiation. Two groups of genes can be defined in this category (E-DIF and L-DIF) based on their temporal pattern of induction during the early (E) or late (L) stages of differentiation, respectively (6). Most genes in the E-DIF category are transcribed from promoters with conserved sequence motifs (DIF1 or DIF2 motifs), associated with their expression specifically in cells that are initiating differentiation as heterocysts (6, 7).

Previous transcriptomic analyses carried out in both unicellular and filamentous cyanobacteria have shown abundant transcription of antisense RNAs (asRNAs) (8). In the case of *Nostoc* sp. PCC 7120, ∼30% of TSSs determined using differential RNA-seq (dRNA-seq) (7) were assigned to the antisense category (aTSS), consistent with the abundance of antisense transcripts in RNA-seq data sets (9). In previous work, we have characterized two antisense RNAs with heterocyst-specific transcription, *as_glpX* (10) and NsiR1 (11). Here, we aim at the global analysis of nitrogen-regulated antisense transcription in *Nostoc*, with a focus on asRNAs whose expression is restricted to heterocysts. The identification of asRNAs that are under control of the regulators involved in heterocyst differentiation, and specifically transcribed during the transformation of a vegetative cell into a mature heterocyst, points to a participation of these asRNAs in the posttranscriptional regulation of this unique cell differentiation process.

## Results

### Nitrogen-regulated transcriptome in *Nostoc* sp. PCC 7120

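Total RNA of Nostoc filaments was sequenced at time 0 (with ammonium) and 9 and 24 h after the removal of combined nitrogen, with 2 biological replicates at each time, from strand-specific libraries. The authors deposited, for each of the 6 libraries, the number of fragments that HTSeq assigned to each TU, without normalization, and a map with the coordinates and strand of every TU. These counts were scaled to library size (CPM) and fitted with edgeR's quasi-likelihood model, with the 3 times as groups and all 6 libraries in one fit. TUs with an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05 were called changed. The test covered 4033 TUs, and 6 TUs had no counts in any library. The supplementary methods give the union mode of HTSeq, and the paper's text does not name the strand option, so counts on antisense TUs were taken as deposited. CPM values are means ± SD of n = 2 libraries. Each log2 fold change has a value called SE, which is derived from the F statistic and not estimated by the fit. With few counts at time 0 this SE can understate the spread. TU00867 had a log2 fold change of 3.96 with an SE of 0.36 at 9 h. It was at 4.96 without 0 h replicate 1 and at 3.35 without 0 h replicate 2.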

We sequenced the transcriptome of *Nostoc* cells growing in the presence of ammonium (time 0) or subjected to nitrogen deprivation for 9 or 24 h (time 9 and time 24), two time points suitable for the analysis of transcriptional changes associated with the early and late stages of heterocyst differentiation, respectively. 

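The counts assigned to TUs summed to 11095870 and 11647627 at time 0, 9557077 and 8626106 at 9 h, and 13372266 and 14184439 at 24 h. Between 8 and 38 TUs had no counts in a given library. Across TUs, which are not independent replicates, the correlation of log2 CPM between the 2 libraries of a time was 0.992 at 0 h, 0.994 at 9 h and 0.995 at 24 h. Replicates differed by more than counting error, with a chi-square per degree of freedom of 31.5, 21.6 and 30.8 at the 3 times.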

RNA from two biological replicas of each condition was sequenced to a depth of 17–21 million paired-end reads each sample. A transcriptome was assembled as detailed in Materials and Methods in combination with a previously available data set of transcription start sites obtained by dRNA-seq (7) and a prediction of transcription terminators. 4,039 transcripts were predicted, 3,127 of them associated with TSS previously defined using cells grown in the presence of ammonium or after 8 h of combined nitrogen deprivation (7) (Data Set S1).

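The map lists 4039 TUs, of which 3648 lie on the chromosome and 391 on 6 plasmids. Start sites were read from the part of Data Set S1 used here, which covers the first 1999 TUs, and 1530 of these (76.5%) have one.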

Data Set S1 contains comparisons of the expression of each transcriptional unit (TU) at 9 or 24 h after nitrogen removal versus time 0. 

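With library-size scaling, 1492 TUs were higher and 70 lower at 9 h than at time 0, 2254 higher and 49 lower at 24 h than at time 0, and 560 higher and 62 lower at 24 h than at 9 h. The median log2 fold change of all TUs was 0.77, 1.15 and 0.36 in these 3 comparisons, so for part of the TUs the distance from this median is given beside the value. With TMM factors the medians were 0.04, 0.09 and 0.02, and 514 TUs were higher and 309 lower at 9 h, 771 higher and 432 lower at 24 h, and 220 higher and 174 lower at 24 h than at 9 h. Both scalings called 584 TUs at 9 h, 820 at 24 h and 282 between 9 and 24 h.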

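The TU of nrrA (TU02896, chromosome 5165924 to 5167792) rose from 25.6 ± 2.37 CPM at time 0 to 1514 ± 75.0 at 9 h and 651 ± 44.9 at 24 h (SD, n = 2). Its log2 fold change at 9 h was 5.88 (SE 0.12, adjusted p = 3.4e-11), which lies 5.12 above the median of all TUs, and it stayed between 5.79 and 5.98 with each library left out in turn. For ntcB (TU00383) the log2 fold change at 9 h was 4.18 (SE 0.23, adjusted p = 5.6e-08), which lies 3.41 above the median of all TUs. Of 7 TUs with a het gene, 2 passed a log2 fold change of 3 at 9 h, hetC (TU01817) with 5.65 (SE 0.15, adjusted p = 2.5e-10) and hetP-patC (TU01819) with 4.13 (SE 0.15, adjusted p = 1.7e-09). The hetR TU (TU01482) reached 2.37 (SE 0.10, adjusted p = 6.5e-09), which lies 1.60 above the median of all TUs. The devB-devC-devA TU (TU02453) reached 5.36 (SE 0.14, adjusted p = 1.9e-10), and was the one TU of 4 with a dev gene above 3 at 9 h. Among 10 TUs with a nif gene, 6 passed 3 at 24 h, and 1 did at 9 h.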

Consistent with previous analysis of the response of *Nostoc* sp. PCC 7120 to nitrogen deficiency, transcripts corresponding to NtcA-regulated genes in the DEF category (e.g. *nrrA*, *ntcB*) (7), or HetR-dependent, heterocyst-specific genes in the DIF category (e.g. *het*, *dev*, *nif* genes) (7) are among the transcripts induced more than eight-fold after 9 h of nitrogen starvation [i.e. log_2_ (FC 9–0) > 3]. Also, in agreement with previous transcriptomic studies (6), genes expressed during early stages of heterocyst differentiation (such as *hep* genes involved in polysaccharide deposition) show higher expression at 9 h than at 24 h after nitrogen removal. In contrast, genes whose expression occurs in mature heterocysts (such as *nif* genes that encode nitrogenase and associated functions) show higher expression at 24 h than at 9 h after nitrogen removal.

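The hepC-hepA TU (TU01827, chromosome 3452463 to 3464745) had 18.4 ± 0.631 CPM at time 0, 4503 ± 123 at 9 h and 1017 ± 17.3 at 24 h (SD, n = 2). Between 9 and 24 h it had a log2 fold change of -2.15 (SE 0.090, adjusted p = 2.4e-08), and the hepB TU (TU02443) had one of -1.83 (SE 0.10, adjusted p = 2.8e-07). All 5 TUs with a hep gene had a negative log2 fold change from 9 to 24 h with each scaling tried, and 2 of the 5 were called lower. The other 3, with hepN (TU00081), hepP (TU01072) and hepS (TU01778), changed by -0.28, -0.14 and -0.18, with adjusted p of 0.056, 0.44 and 0.15 in edgeR. With TMM factors these changes were -0.62, -0.47 and -0.51, with adjusted p of 0.0019, 0.024 and 0.0021 in edgeR, and still short of a call.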

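Between 9 and 24 h the TU of nifS, nifU and nifH (TU00929) rose from 16.9 ± 1.30 to 7244 ± 842 CPM (SD, n = 2), a log2 fold change of 8.74 (SE 0.21, adjusted p = 3.3e-10), which lies 8.38 above the median of all TUs. The TU from nifK to nifW (TU00922) rose from 23.3 ± 1.30 to 4429 ± 508 CPM, a change of 7.57 (SE 0.14, adjusted p = 4.8e-11), which lies 7.21 above the median of all TUs. Of the 10 TUs with a nif gene, 9 were higher at 24 h than at 9 h with each scaling tried, and 8 were called, against 7 with TMM factors or DESeq2. The lowest value of the 10 was -0.25.

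**Figure D1:**
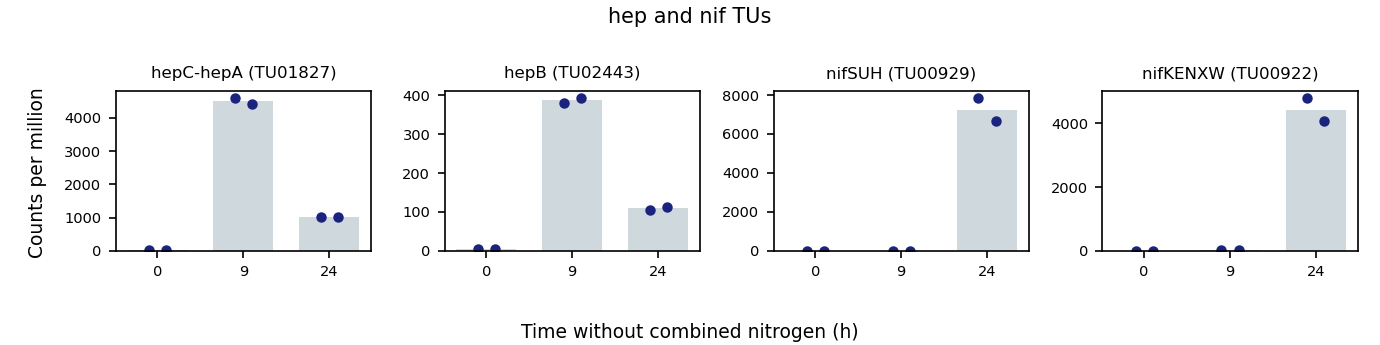
CPM (vertical axis, linear, a separate scale in each panel) of 2 hep and 2 nif TUs at 0, 9 and 24 h without combined nitrogen. Points are the 2 libraries of each time and bars their mean; the hep TUs are highest at 9 h and the nif TUs at 24 h, and between 9 and 24 h these directions hold with TMM factors.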

It should be noted that although this transcriptome was assembled on the basis of RNA from cells growing under only 3 different conditions, the assembled transcriptome contains transcripts covering 75% of all *Nostoc* sp. PCC 7120 genes (4,614 genes of the total of 6,137 genes annotated for this organism according to the NCBI annotation). Therefore, this transcriptome may represent a good overview of the overall transcriptome of our organism, including housekeeping genes expressed independently of environmental condition. 

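The reference annotation used here lists 6169 genes, of which 5676 could be placed on a strand and a replicon of the map. The strand came from the locus tag or from Data Set S1, and both gave the same strand for 2731 of 2731 genes that have both. Of the 5676 genes, 3930 (69.2%) lie fully inside a TU of the same strand, and 4438 (78.2%) overlap one at least in part. The 488 genes with no strand and 5 genes on a replicon without a match were left out.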

We have analyzed some global parameters of the assembled transcriptome, such as the length distribution of transcripts, 5′UTRs and 3′UTRs (Fig. S1). 

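From the coordinates of the map, TUs have a median length of 1028 nt, with quartiles of 464 and 1868 nt. The longest, TU02153, spans 22835 nt of the chromosome.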

One of the longest transcripts corresponds to the operon enconding ribosomal proteins. Also some operons essential for heterocyst differentiation, such as the *hep* operon or the *hgl* operon, are among the longest TUs in the *Nostoc* transcriptome (Data Set S1). 

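The hgl operon (TU03636, 17193 nt) ranks 3rd in length among all TUs and the hepC-hepA operon (12283 nt) 5th.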

The *Nostoc* transcriptome also contains long 5′UTRs and 3′UTRs (Fig. S1B and C). 

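Untranslated regions were measured for the 2456 TUs that fully contain a coding gene, as the distance from the TU's ends to the first and last of these genes. Genes that could not be placed are passed over, so some of these lengths can include a gene. For TU01778 (all2761 and hepS) 1 gene was counted, and the 5′UTR measured 1111 nt. The 5′UTRs have a median length of 72.0 nt, and 135 of them (5.5%) exceed 500 nt. The 3′UTRs have a median of 141 nt, and 431 (17.5%) exceed 500 nt. Among 1266 TUs whose 5′UTR length is also given in the part of Data Set S1 used here, 1211 have the same length to the nucleotide.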

The presence of long 3′UTRs could be explained by the absence of Rho-termination factors in cyanobacteria (12, 13). To test this hypothesis, we compared the length distribution of 3′UTRs of *Nostoc* and *Synechocystis* sp. PCC 6803, a unicellular cyanobacterium, with the length of 3′UTRs in two gram-negative bacteria enconding homologs of Rho termination factor, *Campylobacter jejuni* 81116 (14) and *Helycobacter pylori* 26695 (15, 16), for which available transcriptomic data allow a similar analysis (17). According to these comparisons, significantly longer 3′UTRs were observed in the two tested cyanobacterial transcriptomes than in the other two transcriptomes analyzed (Fig. S1C). However, the most striking feature was the significant increase in the length of 5′UTRs in the cyanobacterial transcriptomes (Fig. S1B). In all four organisms analyzed, their transcriptomes showed a preference for 5′UTRs with an average length of 30 nucleotides. 

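For Nostoc, the most frequent 5′UTR length by bins of 10 nt was 20 to 29 nt, with 395 TUs, and 681 (27.7%) were between 20 and 40 nt long. The other organisms of the comparison were not analysed here.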

Because long 5′UTR can be involved in regulation, we also compared the length of TUs corresponding to previously identified HetR-dependent genes (6) with the rest of TUs in the data set. In fact, the length of 5′UTRs in HetR-regulated transcripts is significantly higher than in non-HetR-regulated transcripts (Fig. S2).

### Nitrogen-regulated antisense transcription in *Nostoc* sp. PCC 7120

The presence of long 5′UTRs and 3′UTRs in the *Nostoc* transcriptome led us to analyze the possible antisense regulation exerted by overlapping protein-coding mRNAs during the response to nitrogen deprivation. All TUs that overlapped with a TU of the other strand for >50 nucleotides were classified as asRNAs (Data Set S1). These represent 2,620 transcripts (65%), which is consistent with the prevalence of antisense transcription previously described for cyanobacteria (8, 18). 

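By the coordinates of the map, 2611 TUs (64.6%) overlap a TU of the opposite strand by at least 51 nt. A minimum of 1 nt gives 2713 TUs, and minimums of 100 and 200 nt give 2525 and 2227. The 2611 TUs form 1567 pairs with a median overlap of 388 nt.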

Most asRNAs were, in fact, protein-coding mRNAs that overlapped (1757). However, we also found 863 antisense transcripts that were not predicted to encode any protein.

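Of the antisense TUs in the map, 1555 (59.6%) fully contain a coding gene and 1056 (40.4%) contain none. Counting partly covered genes as coding moves these numbers to 1677 and 934. Among the 1056 TUs, 61 contain a gene that has no strand in the annotation used here, and 859 lie opposite a coding TU.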

Among the TUs classified as asRNAs, we selected for further analysis those showing log_2_ (FC 9-0) above 3. 

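With library-size scaling, 29 antisense TUs that contain a coding gene and lie opposite another coding TU had a log2 fold change above 3 at 9 h with an adjusted p below 0.05, and 22 did with TMM factors. All 23 TUs of Table 1 passed 3 under both scalings, and 22 of them are among the 29. The remaining one, TU02841, holds a gene without a strand in the annotation used here and was counted as noncoding. The 23 log2 fold changes ranged from 3.91 to 8.10 with a median of 4.97, with adjusted p of at most 2.4e-05 in edgeR. The largest was that of asl2052 (TU01301), which rose from 2.68 ± 0.0299 to 738 ± 126 CPM (SD, n = 2). For all2965 (TU01911) the 2 libraries at 9 h differed, with 1760 and 322 counts, and its log2 fold change of 6.08 (SE 0.73, adjusted p = 2.4e-05) was 4.51 without 9 h replicate 1 and 6.81 without 9 h replicate 2.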

In 23 cases, the asRNA is an mRNA containing at least one coding sequence (Table 1). Among these nitrogen-regulated overlapping mRNAs, we found genes whose expression depends on HetR or NtcA. Eight mRNAs include genes that belong to one of the two previously described groups of HetR-dependent transcripts (named E-DIF and L-DIF according to their early or late expression, respectively) (6). 

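The 5 mRNAs of the E-DIF group (TU03408, TU02503, TU01656, TU02078 and TU02430) had log2 fold changes at 9 h from 4.34 to 7.37. From 9 to 24 h all 5 were called lower, with changes from -2.10 to -1.15. Of the 3 mRNAs of the L-DIF group (TU00203, TU01911 and TU01671), hesF (TU00203) was called higher at 24 h than at 9 h, with a change of 2.15 (SE 0.10, adjusted p = 6.6e-08), which lies 1.80 above the median of all TUs. The other 2 were not called in this comparison, but TU01911 changed by 0.91 and was at 2.48 without 9 h replicate 1 and at 0.18 without 9 h replicate 2.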

Most overlapping mRNAs in the E-DIF group, such as those of *alr4984*, *all2571*, *alr3195,* or *alr3676*, are transcribed from promoters bearing a DIF1 motif associated with heterocyst-specific expression (6, 7). 

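The 4 mRNAs that Table 1 assigns to NtcA had log2 fold changes at 9 h from 4.50 to 8.10, and at 24 h against time 0 from 3.66 to 7.21. The promoter sequences were not analysed here.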

In some other cases, nitrogen-regulated overlapping mRNAs are transcribed from promoters containing NtcA-binding sites, such as those of *asl2052*, *nrrA*, or *all1395* (7). 

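The map holds 571 pairs of overlapping coding TUs, of which 426 (74.6%) overlap tail-to-tail and 94 (16.5%) head-to-head, while in 51 (8.9%) one TU lies inside the other. With each nested pair assigned by the nearer ends, 80.4% are tail-to-tail. The TUs of Table 1 form 25 pairs, with 17 tail-to-tail, 3 head-to-head and 5 nested.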

We noticed a prevalence of tail-to-tail disposition, but there are also examples of head-to-head disposition. 

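The TU of alr4984 (TU03408, chromosome 5954131 to 5955167) rose from 0.440 ± 0.0151 to 74.6 ± 1.36 CPM at 9 h (SD, n = 2), a log2 fold change of 7.37 (SE 0.20, adjusted p = 2.6e-10), which lies 6.60 above the median of all TUs. The TU of patD (TU00968, 1810852 to 1811893) rose from 2.15 ± 0.0117 to 47.6 ± 1.92 CPM, a change of 4.46 (SE 0.20, adjusted p = 8.1e-09), which lies 3.69 above the median of all TUs. The TU of fraF (TU01524, 2877336 to 2879218) rose from 55.4 ± 4.83 to 357 ± 49.2 CPM, a change of 2.68 (SE 0.13, adjusted p = 1.9e-08), which lies 1.92 above the median of all TUs. The TU of fraC, fraD and fraE opposite (TU01523) changed by 0.44 (SE 0.098, adjusted p = 0.0019), and by -0.29 with TMM factors.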

As an illustration of tail-to-tail or head-to-head disposition, two examples involving antisense HetR-dependent TUs (TU03408, *as_susA* and TU00968, *as_all1549*-*patD*) are shown in Fig. S3 together with TU01524, previously described *as_fraE* (TU01524), which corresponds to overlapping transcription of the 3′UTR of *fraF* mRNA (19) but with log_2_ (FC 9-0) = 1.95 falls below the threshold log_2_ (FC 9-0) > 3 applied above.

**Table 1.** Selected nitrogen-regulated mRNAs antisense to another mRNA.

Nitrogen-regulated transcript					Overlapped transcript	
TU	log_2_ (FC 9-0)	log_2_ (FC 24-0)	Gene(s)	Regulation^a^	TU	Gene(s)
TU01301	7.28	6.04	*asl2052*	NtcA	TU01300	*ggt*
TU03408	6.23	4.75	*alr4984*	E-DIF	TU03409	*susA*
TU02503	6.18	3.76	*all3772*	E-DIF	TU02502	*alr3771*
TU00203	5.42	7.24	*hesF*	L-DIF	TU00204	*prfB to all0268*
TU00037	5.27	3.50	*all0059*		TU00036	*alr0056–alr0058*
TU02896	5.15	3.59	*nrrA*	NtcA	TU02895	*alr4310*
TU01911	4.82	5.80	*all2965*	L-DIF	TU01912	*alr2966–alr2967*
TU01656	4.65	2.96	*all2571*	E-DIF	TU01655	*petR-petP*
TU00909	4.56	5.50	*nifV1 to alr1410*		TU00910	*asl1412–all1411*
TU01443	4.33	4.49	*asl2299*		TU01442	*alr2298*
TU00901	4.30	4.47	*all1395–asl1394*	NtcA	TU00899	*alr1390 to PCC7120DELTA_RS32405*
TU02336	4.01	3.59	*alr3554*		TU02337	*all3556-ilvB*
TU02841	3.86	2.58	*PCC7120DELTA_RS22895*		TU02840	*argJ2*
TU02078	3.81	2.08	*alr3195*	E-DIF	TU02079	*asl3196*
					TU02080	*all3197*
TU01767	3.78	3.22	*all2747*		TU01765	*alr2745–alr2746*
TU02125	3.75	2.59	*asr3279*	NtcA	TU02124	*all3278*
TU01093	3.71	2.86	*asr1734*		TU01094	*all1736*
TU00968	3.64	2.72	*patD*		TU00967	*all1549*
TU02430	3.59	1.80	*alr3676*	E-DIF	TU02429	*all3675*
					TU02431	*all3677*
TU00398	3.43	2.74	*alr0627*		TU00399	*asl0628*
TU01671	3.39	2.88	*alr2582*	L-DIF	TU01673	*fecC1 to fecE1*
			*fecB1*			
TU03256	3.23	2.22	*alr4800*		TU03257	*rpsF-all4801*
TU01496	3.17	1.96	*ald*		TU01497	*all2358 to phnE2*

a NtcA indicates that the nitrogen-regulated gene is preceded by a previously described NtcA-regulated promoter (7, 60). E-DIF or L-DIF indicates that the nitrogen-regulated gene appears in one of the previously defined groups of HetR-dependent genes (early or late, respectively) (6).

In contrast to the above-described overlapping mRNAs, in 12 cases, antisense transcripts with log_2_ (FC 9-0) > 3 correspond to TUs that do not contain any annotated coding sequence. These noncoding antisense transcripts are produced from TSSs annotated as antisense TSS (aTSS) or nTSS (noncoding TSS) (7) (Table 2). 

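With library-size scaling, 32 antisense TUs that contain no coding gene and lie opposite a coding TU had a log2 fold change above 3 at 9 h with an adjusted p below 0.05. There were 16 with TMM factors and 43 without 0 h replicate 2. All 12 TUs of Table 2 were above 3 in each of these fits. They were called at 9 and at 24 h against time 0, with adjusted p of at most 1.1e-05 in edgeR, and none was called between 9 and 24 h, against 2 called lower with TMM factors. TU02147 had no counts at time 0 and 167 over the 2 libraries at 9 h, which is at least 69.6-fold higher in CPM against a floor of 3 counts over the group. TU01725 had 2 counts at time 0, all in replicate 2, and 112 at 9 h, a ratio of 70.0 with an exact 95% interval for counting error from 18.9 to 586.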

Transcription from some of these TSS is driven by promoters bearing DIF1 motifs (*as_gltA*, *as_hglD*, *as_acsF*) or NtcA-binding sites (*as_pstS2*, *as_pknC*, *as_fdxB*, *as_leuA*) (7). All three asRNAs transcribed from DIF1-containing promoters belong to the E-DIF group of HetR-dependent transcripts (6). Two nitrogen-regulated noncoding asRNAs previously described appeared in our data set with log_2_ (FC 9-0) below 3. Data for the regions corresponding to *as_glpX* [TU00652; log_2_ (FC 9-0) = 2.27] (10) and to *as_anacyp40* [TU03461; log_2_ (FC 9-0) = 1.98] (6, 20), both transcribed from DIF1-containing HetR-dependent promoters, are shown in Fig. S4.

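In Data Set S1, as_glpX is TU00655 (chromosome 1212323 to 1212789) and as_anacyp40 is TU03464 (6031479 to 6031913), and the values given here follow these identifiers. TU00655 had 5 and 3 counts at time 0 and 36 and 33 at 9 h, a log2 fold change of 3.39 (SE 0.43, adjusted p = 3.4e-05), which lies 2.62 above the median of all TUs. TU03464 rose from 19.6 ± 1.32 to 130 ± 18.3 CPM (SD, n = 2), a change of 2.73 (SE 0.14, adjusted p = 2.8e-08), which lies 1.96 above the median of all TUs. The glpX TU opposite (TU00654) changed by -1.06 (SE 0.10, adjusted p = 5.2e-06), and the anacyp40-thiL TU (TU03465) by -0.52 (SE 0.087, adjusted p = 0.0003), which became -1.25 and a call with TMM factors. The glpX TU was at -1.79 with TMM factors, and it was no longer called without 0 h replicate 2 (-0.97) or without 9 h replicate 2 (-0.96) with library-size scaling.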

**Table 2.** Nitrogen-regulated noncoding RNAs antisense to an mRNA.

Nitrogen-regulated transcript					Overlapped transcript	
TU	Name	Log_2_ (FC 9-0)	Log_2_ (FC 24-0)	Regulation^a^	TU	Gene(s)
TU02147		5.11	5.09		TU02146	*all3305*
TU03089	*as_pstS2*	4.51	3.60	NtcA	TU03088	*pstS2-pstC2-pstA2-pstB2*
TU03269	*as_pknC*	4.43	4.50	NtcA	TU03268	*pknC*
TU00166	*as_gltA*	4.43	3.70	E-DIF	TU00167	*gltA*
TU03638	*as_hglD*	4.40	3.42	E-DIF	TU03636	*asr5350-hglEF-hglG-hglD-hglC-hglA-hglB*
TU00092		4.25	4.33	L-DIF	TU00091	*alr0130*
TU01725		4.05	3.53		TU01724	*all2700*
TU01622	*as_fdxB*	4.03	3.42	(NtcA)	TU01621	*fdxB*
TU02297	*as_leuA*	3.79	2.87	NtcA	TU02296	*leuA*
TU01075		3.79	3.48		TU01074	*alr1712*
					TU01076	*alr1713-asr1714-alr1715*
TU00785		3.56	2.96		TU00784	*alr1240-alr1241-alr1242*
TU00867	*as_acsF*	3.02	1.97	E-DIF	TU00866	*acsF*

a NtcA indicates that the nitrogen-regulated gene is preceded by a previously described NtcA-regulated promoter (7) or, in the case of TU01622, a promoter with an NtcA-binding site identified by ocular inspection (NtcA). E-DIF or L-DIF indicates that the nitrogen-regulated gene appears in one of the previously defined groups of HetR-dependent genes (early or late, respectively) (6).

Taken together, these observations suggest that both the NtcA-regulated responses (not specifically linked to heterocyst differentiation) and the HetR-regulated responses (specifically associated with heterocyst differentiation) include abundant transcription of asRNAs, either because of overlap between mRNAs located in a head-to-head or tail-to-tail disposition or due to the transcription of *bona fide*, noncoding asRNAs.

### Noncoding antisense transcripts in the NtcA and HetR regulons

Observed overlap of antisense protein-encoding mRNAs with long 3′UTRs could be the result of improper transcription termination. However, the presence of noncoding antisense RNAs with strict transcriptional regulation strongly suggests a regulatory function for this type of RNAs. We have selected for further validation nitrogen-regulated TU with log_2_ (FC 9-0) > 3 that fall in the category of noncoding asRNAs (i.e. are not mRNAs) and are transcribed antisense to genes with a previous annotation (*as*_*pstS2*, *as*_*hglD*, *as*_*fdxB*, *as*_*gltA, as_acsF*, *as_leuA*, *as_pknC*; Table 2). These asRNAs were transcribed antisense to genes that belong to different functional categories, from amino acid biosynthesis (*leuA*) to regulation (*pknC*, protein kinase).

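The 7 noncoding asRNAs are low in all libraries at time 0, where as_fdxB (TU01622) had 2 and 0 counts and as_hglD (TU03638) 1 and 3. All 7 had higher CPM in both libraries at 9 h, and in both at 24 h, than in either library at time 0. From the regulation of such noncoding antisense transcripts, the paper proposes a regulatory function for them.

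**Figure D2:**
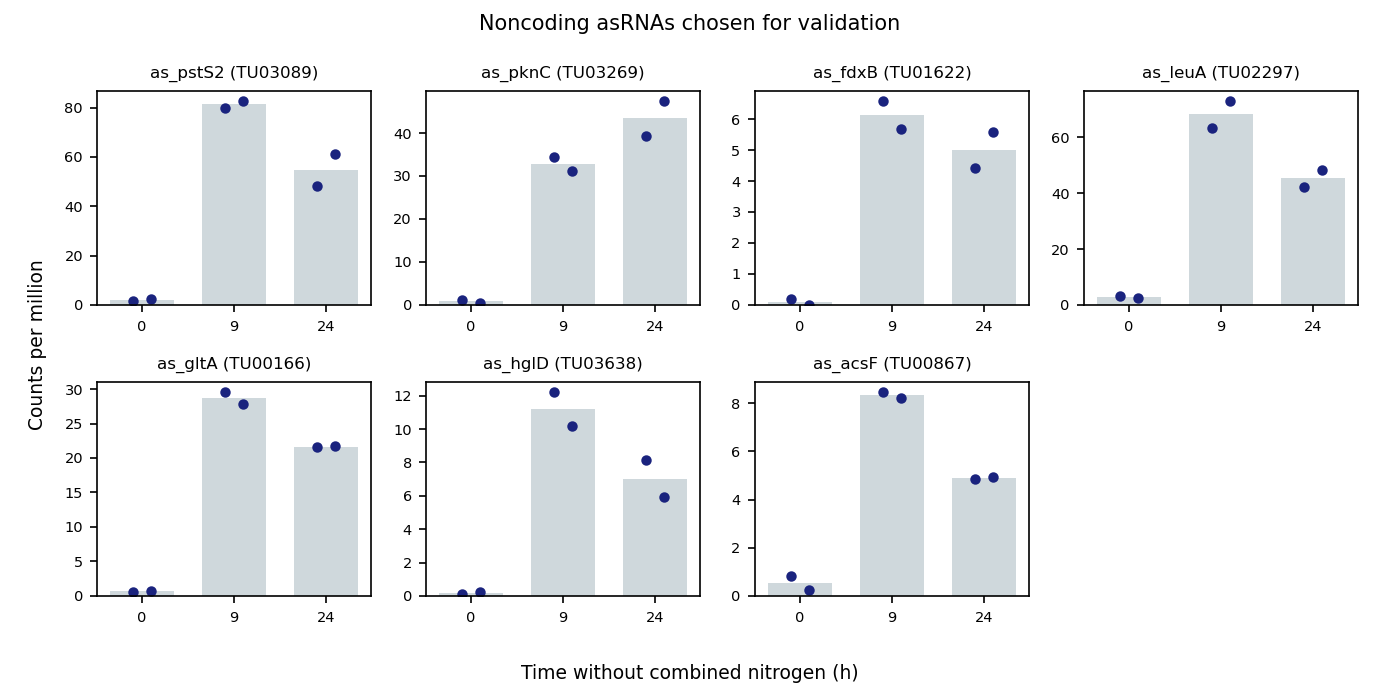
CPM (vertical axis, linear, a separate scale in each panel) of the 7 noncoding asRNAs at 0, 9 and 24 h without combined nitrogen. Points are the 2 libraries of each time and bars their mean; as_pknC is the one whose mean is higher at 24 h (43.4) than at 9 h (32.7), also with TMM factors.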

Figure 1A shows RNA-seq data for four selected asRNAs transcribed from NtcA-regulated promoters, after 9 or 24 h of nitrogen deprivation. 

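Opposite the pst operon, as_pstS2 (TU03089, chromosome 5469489 to 5470462) rose from 2.05 ± 0.738 CPM at time 0 to 81.3 ± 2.15 at 9 h (SD, n = 2), a log2 fold change of 5.29 (SE 0.21, adjusted p = 4e-09), which lies 4.52 above the median of all TUs. For as_pknC (TU03269, 5731963 to 5732853) the value at 9 h was 5.35 (SE 0.26, adjusted p = 1.7e-08), which lies 4.58 above the median of all TUs, and it was 5.96 without 0 h replicate 1. The TU opposite (TU03268) changed by 1.71, which was 0.98 and no longer called with TMM factors. For as_leuA (TU02297, 4243682 to 4243942) the value at 9 h was 4.60 (SE 0.17, adjusted p = 2.3e-09), while leuA (TU02296) changed by 0.025, and by -0.71 with TMM factors. as_fdxB (TU01622, 3020419 to 3020742) had 112 counts over the 2 libraries at 9 h, a ratio to time 0, where all counts are in replicate 1, of 70.0, with the same exact interval as TU01725. The fdxB mRNA opposite (TU01621) rose by 3.74 (SE 0.16, adjusted p = 6.7e-09), which lies 2.97 above the median of all TUs at 9 h.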

Their transcription was verified by primer extension using oligonucleotides located at least 100 nucleotides downstream of the associated aTSS (7) (see Materials and Methods for details). Products of the expected size (from the position of the oligonucleotide used in the primer extension reaction to the position of the aTSS) were observed (Fig. 1B). In the four cases, the expression of inducible asRNAs did not take place in the *ntcA* mutant strain, but was still observed in the *hetR* mutant strain, confirming that these asRNAs belong to the NtcA regulon and the DEF category, according to (7). Comparison of promoters upstream of the corresponding aTSS shows the presence of putative NtcA-binding sites in a position compatible with direct activation by NtcA (the well-described NtcA-regulated promoter of *glnA* is included for comparison; Fig. 1C).

**Fig. 1.**
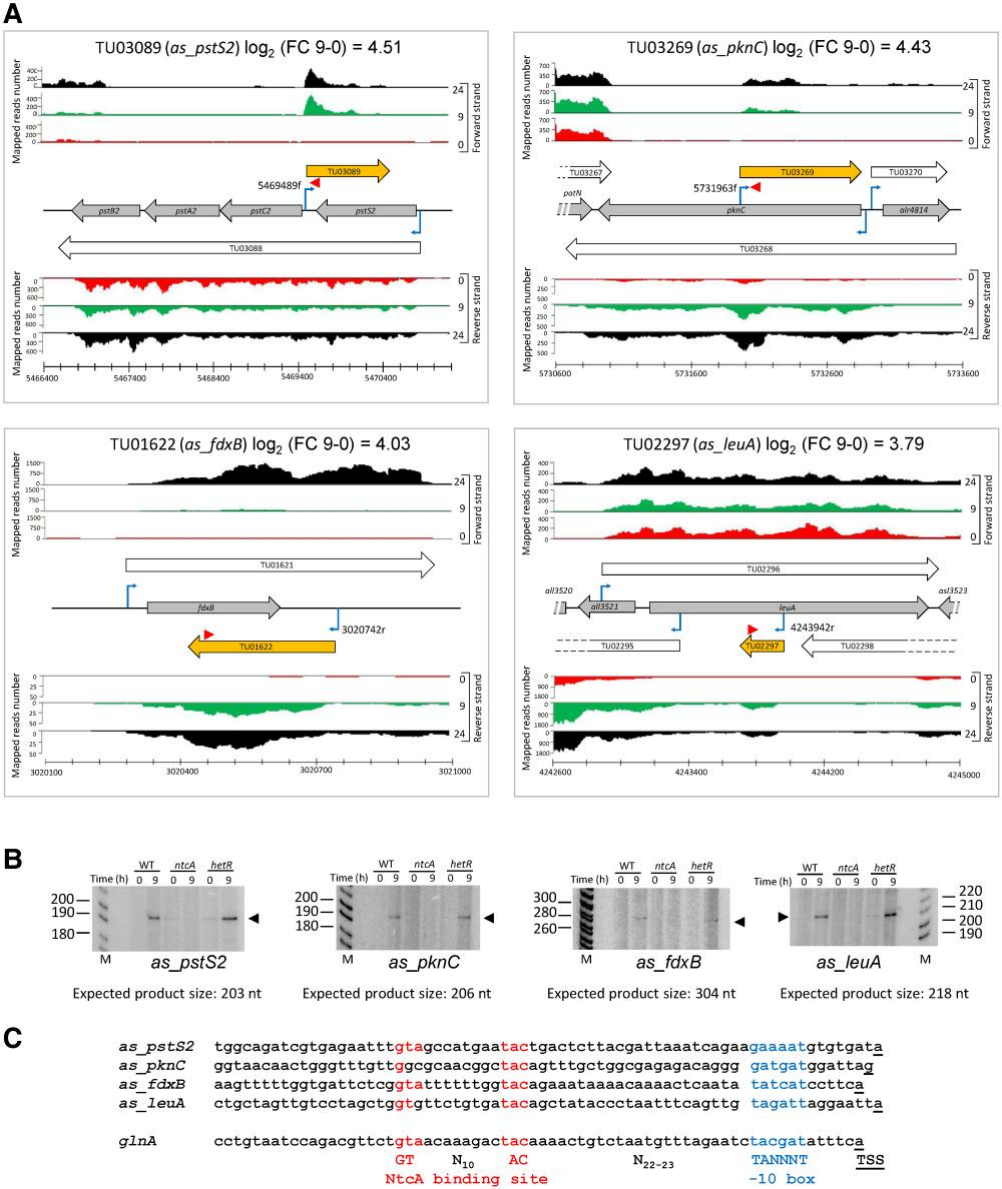
Examples of NtcA-dependent nitrogen-regulated asRNAs. A) Distribution of reads mapped in relevant regions of RNA obtained from cells grown in the presence of ${\mathrm{NH}}_{4}^{+}$ (red), or after 9 (green) or 24 h (black) in the absence of combined nitrogen. Annotated ORFs are represented by gray arrows. TUs are represented by white arrows with their corresponding identification. Nitrogen-regulated antisense TUs are colored orange. Previously identified TSSs are indicated by bent blue arrows. Genomic coordinates denote the position on the *Nostoc* sp. PCC 7120 chromosome. The scale indicates the number of mapped reads per nucleotide position. B) Primer extension analysis of the asRNAs shown in A using RNA extracted from the cells of WT, *ntc*A mutant, or *hetR* mutant grown in the presence of ${\mathrm{NH}}_{4}^{+}$ (0), or after 9 h (9) in the absence of combined nitrogen. The positions of the primers used are indicated by red triangles in A. Black triangles point to the primer extension products. The expected sizes of the extension products are included under each panel. Relevant size markers (M) are indicated. C) Sequences upstream of the TSS of the four analyzed asRNAs, compared with the sequence upstream of the NtcA-regulated TSS of *glnA* and the consensus for NtcA-activated promoters. The conserved NtcA-binding motif is colored red. The −10 box is highlighted in blue, and the TSS is underlined.

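At 9 h, as_hglD (TU03638, chromosome 6393145 to 6393337) had a log2 fold change of 5.91 (SE 0.42, adjusted p = 4.1e-07), from 4 counts over both libraries at time 0 and 205 at 9 h, and was at 6.80 without 0 h replicate 2. as_gltA (TU00166) rose from 0.657 ± 0.164 to 28.7 ± 1.27 CPM (SD, n = 2), a change of 5.42 (SE 0.24, adjusted p = 7.3e-09), which lies 4.66 above the median of all TUs. as_acsF (TU00867, 1612130 to 1612522) reached 3.96 (SE 0.36, adjusted p = 2.7e-06), which was 4.96 without 0 h replicate 1 and 3.35 without 0 h replicate 2. The hgl operon opposite as_hglD (TU03636) rose by 2.81 at 9 h and by 3.70 from 9 to 24 h. The acsF TU (TU00866) rose by 1.13 (SE 0.15, adjusted p = 6.1e-05) at 9 h, which was 0.40 and not called with TMM factors.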

Figure 2A shows RNA-seq data of three selected asRNAs associated with aTSS in the DIF category, therefore potentially linked to heterocyst differentiation (*as_hglD*, *as_gltA*, and *as_acsF*). Again, we verified nitrogen-regulated transcription from the corresponding aTSS along a time course of nitrogen deprivation by primer extension, obtaining products of the expected sizes (Fig. 2B). Consistent with their classification as E-DIF (6), expression of all three was already induced 3 h after nitrogen removal. In the three cases, the comparison of the promoters upstream of the corresponding HetR-dependent aTSS (7) reveals the presence of DIF1 motifs, associated with heterocyst-specific expression (the DIF1-containing promoter of *hetR* is included for comparison; Fig. 2C).

**Fig. 2.**
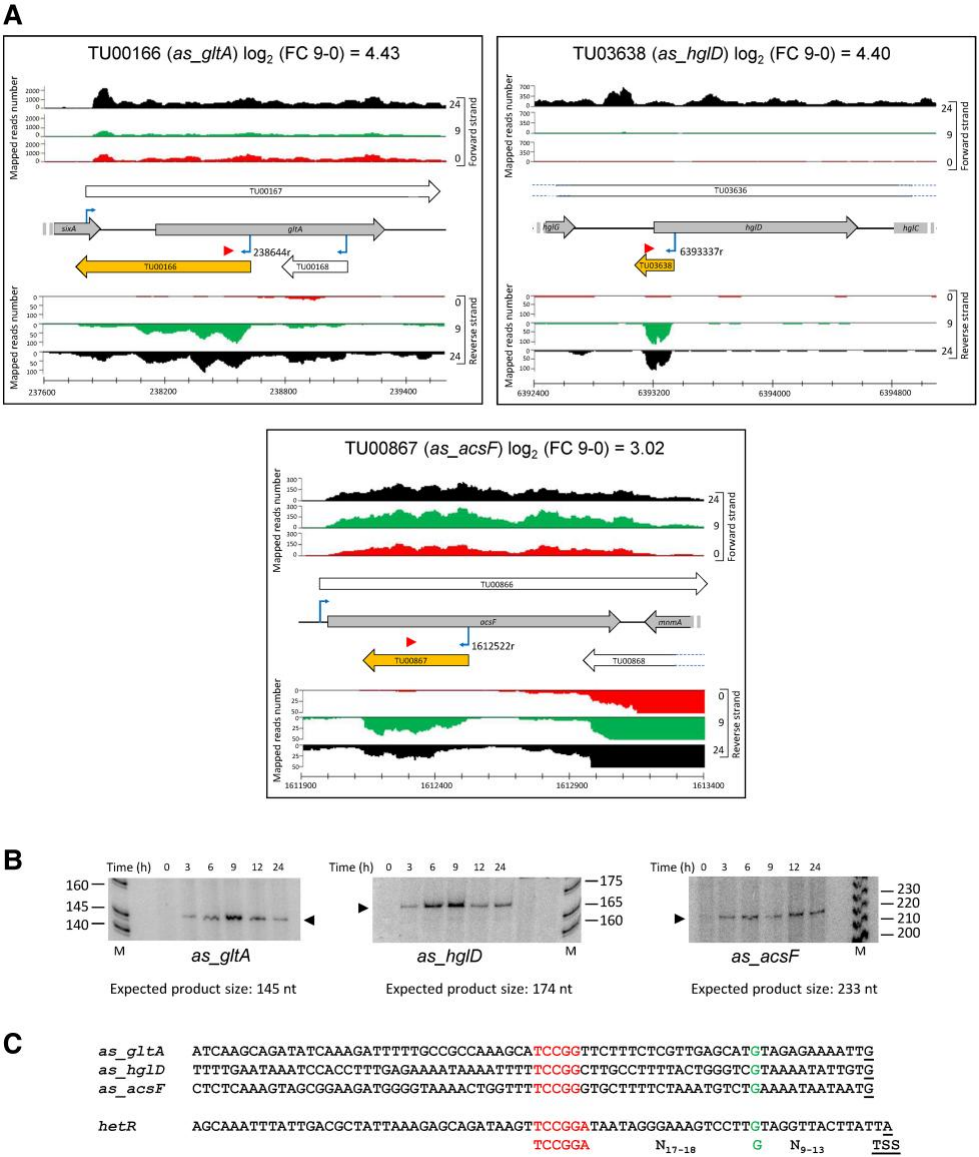
Examples of HetR-dependent nitrogen-regulated asRNAs. A) Distribution of reads mapped in relevant regions of RNA obtained from cells grown in the presence of ${\mathrm{NH}}_{4}^{+}$ (red), or after 9 (green) or 24 h (black) in the absence of combined nitrogen. All labels are as in Fig. 1. For *as_acsF*, the scale of the reverse strand was adjusted for better visualization of the reads mapped to the antisense RNA. B) Primer extension analysis of asRNAs shown in A using RNA extracted from cells of WT strain grown in the presence of ${\mathrm{NH}}_{4}^{+}$ (0), or after 3 to 24 h in the absence of combined nitrogen. The positions of the primers used are indicated by red triangles in A. Black triangles point to the primer extension products. The expected sizes of the extension products are included under each panel. Relevant size markers (M) are indicated. C) Sequences upstream of the TSS of the three analyzed asRNAs compared with the sequence upstream of the heterocyst-specific TSS of *hetR*. The conserved DIF1 motif is highlighted in red. A conserved G is highlighted in green, and the TSS is underlined.

### A heterocyst-specific asRNA in the *gltA* gene

One of the nitrogen-regulated noncoding asRNAs verified above, *as_gltA*, TU00166, is transcribed from a TSS at position 238644r, on the antisense strand of *gltA*, encoding citrate synthase (Fig. 3). This TSS is located at position +474 relative to the start codon of *gltA* (Fig. 3A). 

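In the map TU00166 runs on the reverse strand from 238644 to 237778, and the annotation places gltA on the forward strand from 238171 to 239307. The first base of TU00166 is thus the 474th base of gltA. The gltA mRNA (TU00167) changed by -0.32 (SE 0.10, adjusted p = 0.013) at 9 h, which was -1.06 and called with TMM factors, and at 24 h by 0.58, or by -0.48 with TMM factors.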

The accumulation of the corresponding transcript is induced in a HetR-dependent manner, as demonstrated by primer extension (Fig. 3B). The 3′ end of *as_gltA* was identified by 3′RACE. The most abundant sequenced products ended between positions 238399 and 238424, but less abundant, longer products extending to position 238278 were also detected (not shown). The accumulation of *as_gltA* was verified by Northern blot, which revealed, in agreement with the RACE results, an abundant band slightly above 200 nt and another less abundant band, above 300 nt, as well as some signals above the 400 nt size marker. No expression of the *as_gltA* RNA was observed in the *hetR* mutant (Fig. 3B and C). The size of the predicted transcript TU00166 (866 bp) suggests that the major band detected by Northern blot might be generated by processing TU00166.

**Fig. 3.**
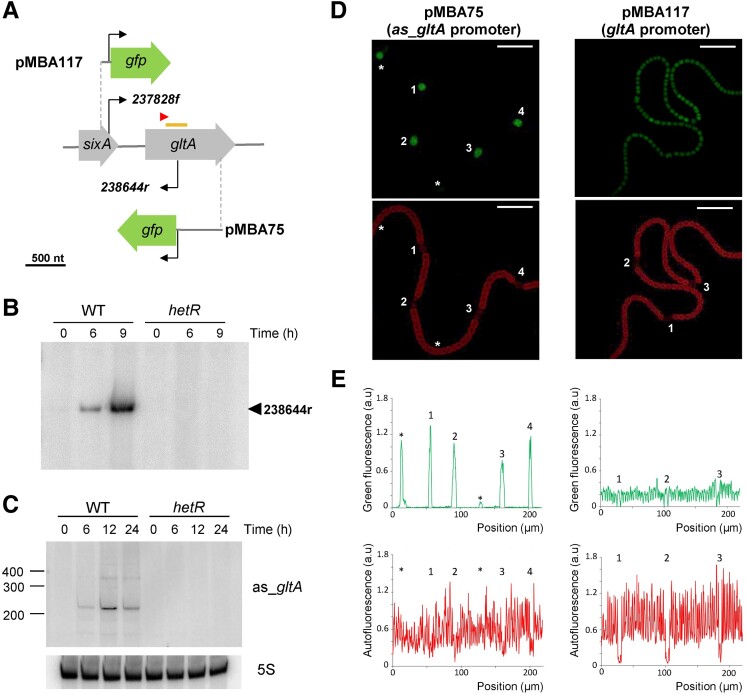
Expression pattern of the *gltA* and *as_gltA* promoters in *Nostoc* filaments. A) Scheme of the promoter fusions to GFP in plasmids pMBA75 and pMBA117. B) Primer extension analysis of *as_gltA* using RNA extracted from cells of WT or *hetR* mutant grown in the presence of ${\mathrm{NH}}_{4}^{+}$ (0), or after 9 h in the absence of combined nitrogen. C) Northern blot of *as_gltA* with RNA extracted from cells of WT or *hetR* mutant grown in the presence of ${\mathrm{NH}}_{4}^{+}$ (0), or after 6 to 24 h in the absence of combined nitrogen. As a loading control, the filter was hybridized to a probe for 5S RNA. D) Representative confocal fluorescence images of *Nostoc* filaments carrying the *gfp* gene under the control of the *as_gltA* promoter (plasmid pMBA75, left) or the *gltA* promoter (plasmid pMBA117, right) and growing on top of medium lacking any source of combined nitrogen are shown for the green channel (GFP fluorescence) and the red channel (autofluorescence). Numbers indicate heterocysts, and asterisks indicate immature heterocysts. Scale bars 20 µm. E) Quantification of the signals for the green and red channels in the images shown in D. Left, pMBA75; right, pMBA117. Numbers and asterisks as in D.

The presence of a DIF1 motif-containing promoter (Fig. 2) and the HetR dependence of *as_gltA* transcription (Fig. 3B and C) suggest that the expression of *as_gltA* is heterocyst specific. To confirm this hypothesis, we constructed a *Nostoc* strain that carries the *gfpmut2* gene under control of the *as_gltA* promoter (positions 238804 to 238632, sequence −160 to +13 with respect to the TSS; see pMBA75 in Fig. 3A). We also constructed a strain that carries the *gfpmut2* gene under the control of the *gltA* promoter (positions 237627 to 237874, sequence −200 to +47 with respect to TSS; see pMBA117 in Fig. 3A). GFP expression was analyzed by confocal fluorescence microscopy in both strains (Fig. 3D). Quantification of GFP fluorescence along the filament demonstrated that transcription from the promoter of *as_gltA* took place specifically in heterocysts and could be detected in cells that had only initiated the process of differentiation, even before characteristic signs of differentiation such as reduced red autofluorescence or increased size were observed (see cells indicated with asterisks in the left panels of Fig. 3D and E). Early expression of *as_gltA* in cells that are only initiating differentiation as heterocysts is consistent with the expression pattern observed for genes that contain DIF1-containing promoters such as NsiR1 (21) or *hetR* (6). In contrast, there was a similar level of GFP expression from the *gltA* promoter along the filament in both vegetative cells and heterocysts (right panels in Fig. 3D and E).

### Effect of *as_gltA* on the expression of citrate synthase

We hypothesize that transcription of *as_gltA* might regulate the accumulation or translation of *gltA* mRNA and, therefore, the amount of citrate synthase. Because *as_gltA* is transcribed specifically in heterocysts (Fig. 3D and E), any effect on the accumulation of *gltA* would be restricted to these cells, which represent a small percentage of the cells in the filaments. Therefore, to analyze possible effects of *as_gltA*, we have constructed a strain of *Nostoc* that overexpresses *as_gltA* from a constitutive promoter in all cells of the filament (OE_as_gltA) and a strain that overexpresses an antisense RNA of *as_gltA* (OE_as_as_gltA). The 245 nt fragment defined as the main product of *as_gltA* transcription by Northern blot (Fig. 3C) and 3′RACE (positions 238644r to 238399r) was cloned between the *trc* promoter and the strong T1 transcriptional terminator of *rrnB* of *Escherichia coli*, and the resulting plasmid (pMBA104) was introduced in *Nostoc*, generating strain OE_as_gltA. To remove *as_gltA* without altering its genomic region, we cloned the same fragment in reverse orientation downstream of the *trc* promoter to generate a perfect antisense that would act as a sponge, neutralizing *as_gltA*. The resulting plasmid (pMBA105) was introduced in *Nostoc*, generating strain OE_as_as_gltA. We have previously used this strategy to deplete different transcripts in *Nostoc* (22, 23). pMBA51, a plasmid that does not have an insert between the *trc* promoter and the T1 terminator (10), was also introduced in *Nostoc* as a control, generating strain OE_C (Fig. 4A). We first analyzed the expression of *as_gltA* by Northern blot in the three strains after 18 h of culture in medium lacking combined nitrogen (Fig. 4B). As expected, strain OE_as_gltA accumulated a much higher amount of *as_gltA* than the control strain OE_C, while strain OE_as_as_gltA, which expresses an antisense RNA to *as_gltA*, had a reduced amount of as_*gltA*. No significant growth defect was detected in strains OE_as_gltA and OE_as_as_gltA after combined nitrogen depletion (not shown). We next studied the effect of the changes in the amount of *as_gltA* on the accumulation of *gltA* mRNA by Northern blot (Fig. 4C). Overexpression of *as_gltA* resulted in a 30% reduction in the *gltA* mRNA signal with respect to the control strain, while depletion of *as_gltA* had no significative effect. Finally, we measured citrate synthase activity in the three strains (Fig. 4D). Overexpression of *as_gltA* resulted in a 45% reduction in citrate synthase activity, while depletion of *as_gltA* had no significative effect.

**Fig. 4.**
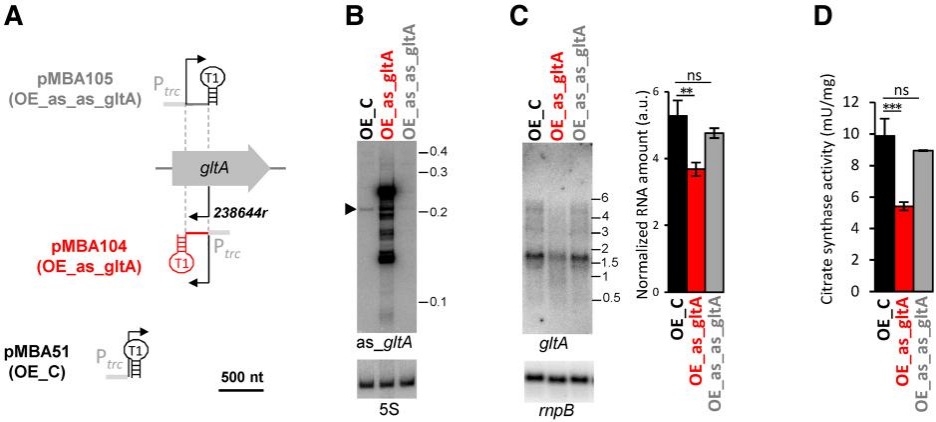
Effect of *as_gltA* overexpression or depletion on *gltA* expression and citrate synthase activity. A) Scheme of the DNA fragments cloned in the plasmids constructed to generate *Nostoc* strains with altered levels of *as_gltA* RNA. Transcriptional start sites (bent arrows), T1 terminators (stem loops), and *trc* promoters are indicated. B) Northern blot analysis of the accumulation of *as_gltA* transcript using RNA extracted 18 h after nitrogen removal from the control strain (OE_C), the strain overexpressing *as_gltA* (OE_as_gltA), and the strain depleted of *as_gltA* (OE_as_as_gltA). 5S RNA was used as a loading control. C) Left, Northern blot analysis of the accumulation of *gltA* transcript using RNA extracted 18 h after nitrogen removal from the control strain (OE_C), the strain overexpressing *as_gltA* (OE_as_gltA), and the strain depleted of *as_gltA* (OE_as_as_gltA). *rnpB* was used as a loading control. Right, quantification of *gltA* mRNA in the three strains. Average and standard deviation of the quantification of three biological replicates. D) Citrate synthase activity in crude extracts prepared 18 h after nitrogen removal from the control strain (OE_C), the strain overexpressing *as_gltA* (OE_as_gltA), and the strain depleted of *as_gltA* (OE_as_as_gltA). Average and standard deviation of the quantification of three biological replicates (ns, not significative; **P < 0.01; ***P < 0.001, Student's t test).

## Discussion

Photosynthetic microorganisms face unique challenges that make their survival dependent on sophisticated regulatory circuits. In the case of heterocystous cyanobacteria, adaptation to nitrogen limitation involves a cell differentiation process that completely transforms the physiology of the filament as a whole to survive using atmospheric N_2_ as the only nitrogen source. In this context, regulatory mechanisms orchestrated by noncoding RNAs have already been described that participate in the differentiation of certain cells into heterocysts. Differential accumulation in heterocysts of trans-acting sRNAs NsiR1, NsiR3, or NsiR4 modulates the differentiation process (11, 23) or the activities of several enzymes (24, 25), specifically in developing heterocysts. In this work, we provide the first transcriptional map of a heterocystous cyanobacterium along the heterocyst differentiation process. The boundaries of the transcripts are based on conventional RNA-seq data from this work, an available TSS data set (7), and a prediction of transcriptional terminators.

Antisense transcription is widespread in all organisms. A significant proportion of the transcripts identified in bacteria that have been analyzed using high-throughput methodologies are in antisense orientation, from *E. coli* (26) to *Staphylococcus* (27) or *Prochlorococcus*, a cyanobacterium with a streamlined genome (28). By using a combination of RNA-seq with a previously available TSS data set (7) and a prediction of Rho-independent transcriptional terminators, in this work, we provide a transcriptomic map of *Nostoc* sp. PCC 7120, and show that in this heterocystous cyanobacterium, similar to the observations made for other bacteria, a large number of TUs (65%) overlap another TU in the antisense orientation. We have focused on nitrogen-regulated antisense transcripts as a potential source of regulation in the context of adaptation to nitrogen deficiency and, specifically, in the differentiation of heterocysts.

Two major categories of asRNAs can be considered. On the one hand, mRNAs that are transcribed in a convergent (tail to tail) or, less frequently, in a divergent (head to head) disposition may overlap because their long 5′ or 3′UTRs invade the transcriptional space of adjacent genes. In these cases, the consequences of nitrogen-regulated transcription of a given transcript go beyond the expression of the gene(s) included, potentially affecting the expression of oppositely oriented adjacent genes via antisense transcription (some examples are shown in Fig. S3). In contrast to overlapping mRNAs, a second group of asRNAs, sometimes referred to in the literature as cis-antisense or *bona fide* asRNAs, includes noncoding RNAs transcribed antisense to an mRNA (see examples in Figs. 1, 2, and S4). In this work, we have validated several of these asRNAs that are transcribed from NtcA- or HetR-dependent promoters (Figs. 1 and 2). These observations suggest that the two transcriptional regulators that control both the response to nitrogen limitation and the differentiation of heterocysts could carry out posttranscriptional regulation mediated by nitrogen-regulated asRNAs.

Overlapping asRNAs could be particularly abundant in cyanobacteria as a consequence of the absence of the Rho termination factor, which has been involved in the repression of pervasive, including antisense, transcription (29, 30). Because Rho protein is not found in the cyanobacterial clade (12, 13), transcriptional termination is based on the structure of the nascent mRNA, which usually produces longer 3′UTRs in cyanobacteria (Fig. S1C). We observed a clear preference for 5′UTRs of around 20–40 nucleotides in the four transcriptomes tested (Fig. S1B), which may reflect an optimization for translation (16). The cyanobacterial transcriptomes analyzed also showed longer 5′UTRs, with some 5′UTRs longer than 500 nucleotides (Fig. S1B). Long 5′UTRs may have regulatory functions. Our observation that HetR-regulated genes have longer 5′UTRs than nonregulated genes (Fig. S2) supports this possibility. Long 5′UTRs can also generate overlapping head-to-head mRNAs. For example, the presence of an 800-nt long 5′UTR in *conR* mRNA (TU00137), a gene essential for diazotrophic growth (31), overlaps in a head-to-head disposition with *alr0188* (GDP-mannose pyrophosphorylase). 

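The conR TU (TU00137) extends 871 nt upstream of the annotated conR gene (chromosome 200895 to 202406, reverse strand). It rose from 558 ± 13.8 CPM at time 0 to 2042 ± 132 at 9 h (SD, n = 2), a log2 fold change of 1.87 (SE 0.092, adjusted p = 1.9e-08), which lies 1.11 above the median of all TUs. The alr0188 TU (TU00138) changed by 0.066 at 9 h (adjusted p = 0.55 in edgeR), and by -0.66 with TMM factors.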

The commonly accepted concept of operon, a genomic arrangement in which genes involved in the same metabolic pathway appear clustered together to facilitate coupled regulation, may be extended to antisense regulation. The genomic arrangement of some overlapping antisense transcripts may also be used for coupled regulation.

The physiological role of antisense transcription remains a matter of debate (32, 33). Pervasive, nonregulated, antisense transcription points to a global function in RNA processing (34) or transcription-coupled DNA repair (35). In contrast, asRNAs whose expression responds to environmental cues and hence becomes differentially expressed under certain conditions or, as exemplified here by heterocyst-specific asRNAs, in a specific cell type, are suggestive of a functional role in the adaptation to certain environmental changes. In both *Listeria monocytogenes* and *Staphylococcus aureus*, a subset of asRNAs are transcribed from SigB-dependent promoters (27, 36), suggesting a role under specific conditions. Here, we describe several asRNAs whose expression responds to nitrogen availability and is regulated in a NtcA- or HetR-dependent manner. In fact, some of the asRNAs described here belong to one of the previously defined groups of HetR-dependent transcripts (6) and exhibit expression profiles that match those of well-known genes involved in heterocyst differentiation and function, again suggesting a functional relevance in the heterocyst differentiation process.

Here, we show that *as_gltA* is HetR dependent and is expressed specifically in heterocysts. Its overexpression reduces the amount of *gltA* mRNA and citrate synthase activity. Therefore, our results suggest that one specific metabolic adaptation of the heterocyst is the reduction of citrate synthase activity, resulting in reduced flow through the tricarboxylic acid (TCA) cycle. We can envision several consequences of such a reduced flow. The two substrates of citrate synthase, oxalacetate and acetyl-CoA would be more available for alternative pathways upon inhibition of this enzymatic activity in the heterocyst. Heterocysts synthesize cyanophycin, an aspartate–arginine polymer (37). Reduction of flow through the TCA cycle would favor the channeling of oxalacetate toward aspartate synthesis. Similarly, a greater pool of acetyl-CoA would be available for heterocyst-specific biosynthetic pathways, including envelope glycolipids (5). In fact, partial repression of citrate synthase activity, resulting in increased Acetyl-CoA pools, has been shown to be a successful strategy to increase carbon partitioning and biofuel production in unicellular cyanobacteria (38). Therefore, the *as_gltA* described here would participate in the metabolic remodeling of heterocysts, similar to the previously described heterocyst-specific asRNA to the *glpX* gene (Fig. S4) that contributes to the shutdown of CO_2_ fixation in heterocysts by negatively regulating sedoheptulose-1,7 bisphosphatase (10). Additionally, a heterocyst-specific asRNA to gene *alr5059* (6) (Fig. S4) could modulate the accumulation of its product, recently described as *ana*Cyp40, a cyclophilin that regulates the assembly of the photosystem and the association of the phycobilisome (20). One particular circumstance that hinders the identification of HetR-dependent, heterocyst-specific RNAs, including asRNAs, is the fact that they are transcribed only in the cells that are differentiating (usually <10% of the cells in the filaments) but not in vegetative cells. In this context, the observation that a heterocyst-specific asRNA appears in our transcriptomic data for whole filaments with a strong change of expression implies very strong induction at the single cell level (i.e. in developing heterocysts). Taken together, these observations suggest that regulatory mechanisms orchestrated by asRNAs may represent a major strategy to regulate metabolic remodeling in heterocysts.

The specific mechanisms used by asRNAs in the regulation of gene expression range from co-degradation of RNA duplexes by RNases to regulation of mRNA traducibility (8, 32, 33). It should be mentioned that the output of antisense interactions might be either positive or negative. In fact, previous work in *Synechocystis* sp. PCC6803 showed that both modes of regulation can be functionally relevant (39–42). We can speculate about the possible regulatory output of the transcription of some of the nitrogen-regulated asRNAs described here. For example, heterocyst-specific transcription of TU03408 (*as_susA*, Fig. S3) could contribute to the down-regulation of *susA expression* in heterocysts, consistent with the observed down-regulation of the expression of the *susA* promoter in these cells (43). Similarly, nitrogen-regulated transcription of TU00968 (*as_all1549-patD*, Fig. S3) could affect the expression of *all1549*, involved in ppGpp metabolism and required for heterocyst differentiation (44). 

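In whole filaments the susA TU (TU03409) went from 103 ± 10.6 CPM at time 0 to 65.9 ± 4.69 at 9 h and 76.5 ± 2.21 at 24 h (SD, n = 2). Its log2 fold change was -0.65 (SE 0.11, adjusted p = 0.0004) at 9 h and -0.43 (SE 0.11, adjusted p = 0.0036) at 24 h, neither called, but with TMM factors it was -1.38 and -1.49 and called at both times.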

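The all1549 TU (TU00967) had 233 ± 12.5 CPM at time 0 and 246 ± 7.91 at 9 h (SD, n = 2), a log2 fold change of 0.079 (SE 0.12, adjusted p = 0.57). With TMM factors the change was -0.65 at 9 h, and at 24 h it was 0.23 with library-size scaling and -0.84 with TMM factors.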

The negative effects of overlapping mRNAs would be consistent with those previously described for *as_furA* (45) or hypothesized for *as_fraE*, which is transcribed as an extension of the *fraF* mRNA, and represents an example of two convergent genes with related functions but having opposite effects (19). This arrangement represents a paradigm in RNA-mediated regulation, the excludon concept (46). Dedicated RNAs could also constitute a mechanism to regulate one particular gene in an operon. As an example, one of the validated NtcA-regulated asRNAs (TU03089, *as_pstS2*, Fig. 1) could regulate an ABC transporter for phosphate whose four subunits (PstB2, PstA2, PstC2, and PstS2) are cotranscribed in a single mRNA (TU03088). 

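The mRNA of pstS2, pstC2, pstA2 and pstB2 (TU03088, chromosome 5466572 to 5470832) had 423 ± 17.2 CPM at time 0, 410 ± 3.37 at 9 h and 398 ± 8.01 at 24 h (SD, n = 2). Its log2 fold change was -0.046 (SE 0.085, adjusted p = 0.63) at 9 h and -0.090 (SE 0.085, adjusted p = 0.33) at 24 h. With TMM factors it was -0.78 at 9 h and -1.15 at 24 h, where it was called lower.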

While transcription of this mRNA shows little variation upon nitrogen removal, transcription of *as_pstS2*, which overlaps only the first gene in the transcript, encoding the substrate binding subunit, is strongly induced upon nitrogen removal, suggesting that this asRNA could regulate a constitutively expressed transporter by affecting only the expression of the subunit involved in substrate recognition.

The morphological and metabolic transformation of certain cells of a cyanobacterial filament into a heterocyst requires different gene expression programs in adjacent cells. One mechanism behind such expression patterns is the occurrence of heterocyst-specific promoters, which have long been described for most genes involved in differentiation (4, 7), and also contributes to the proper transcription of housekeeping genes whose expression patterns must be modulated during differentiation, such as *sigA*, encoding the major sigma factor (47). In this context, the existence of noncoding transcripts, both sRNAs and asRNAs, with cell-specific expression could also contribute to the onset of cell-specific expression programs.

In this work, we have shown that there are several asRNAs with heterocyst-specific regulated expression that could be involved in modulating gene expression in heterocysts. In fact, we demonstrate that an antisense to *gltA*, which is strongly induced in developing heterocysts, regulates citrate synthase expression. asRNAs constitute an additional layer of regulation that seems to be involved in heterocyst differentiation. Further study of the catalog of heterocyst-specific asRNAs described here would reveal details on how heterocysts achieve differential gene expression beyond transcriptional regulation by protein factors.

## Materials and methods

### Strains and growth conditions

The different *Nostoc* sp. PCC 7120 strains used in this work (Table S1) were grown in BG11 medium (48) as detailed in Supplementary Materials and Methods. *Escherichia coli* strains (Table S1) were grown in LB medium, supplemented with appropriate antibiotics (49).

### Construction of *Nostoc* sp. PCC 7120 derivative strains

Details on the construction of plasmids (Tables S2 and S3) and strains are given in the Supplementary Materials and Methods.

### RNA preparation, library processing, and RNA-seq analysis

Total RNA was isolated using hot phenol as described (50) with modifications (51). RNA samples were treated with turbo DNase (Invitrogen), and strand-specific libraries were prepared using Illumina Stranded TOTAL RNA preparation RIBO-ZERO PLUS kit and sequenced on the Illumina platform NextSeq500 at the Genomics Core Facility of Cabimer (Seville, Spain). Raw RNA-Seq data can be accessed in the GEO database under accession number GSE212705. Sequencing reads were mapped with HISAT2 (52) and the prediction of TUs was carried out by ANNOgesic (17). Fragments associated with TUs were counted using HTseq (53) and differential expression analysis was carried out using *edgeR* (54) and *limma* (55) package in R. Previously published data were used for the analysis of TUs in *Synechocystis* sp. PCC 6803 (56), *C. jejuni* 81116 (14), and *H. pylori* 26695 (15, 16).

Further details about the bioinformatic methods are given in the Supplementary Materials and Methods.

### Northern blot analysis, 3′RACE and primer extension assays

Strand-specific ^32^P probe labeling and Northern blots were performed as detailed in the Supplementary Materials and Methods. The RNA used as a probe for *as_gltA* was transcribed in vitro (MEGAscript Kit; Life Technologies, #AM1330) from PCR-generated DNA templates using the primers indicated in the Table S2. 3′RACE (10) and primer extension analysis (57) were performed as previously described using the oligonucleotides specified in Table S2.

### Fluorescence microscopy

Details of fluorescence quantification are given in the Supplementary Materials and Methods.

### Citrate synthase assay

The crude extracts were prepared in 50 mM Tris-HCl pH 8 buffer by mechanically disrupting the cells using glass beads. Protein concentration was determined using the Bradford method (58) and citrate synthase activity was determined using a 5′,5′-dithiobis-(2-nitrobenzoate) colorimetric assay (59). Details about the composition of the reaction mixtures are given in the Supplementary Materials and Methods.

### Statistical methods

The Wilcoxon–Mann–Whitney test and Student's t test were used to determine statistical significance. The use of each test and the number of biological samples can be found in the figure legends.

## Supplementary Material

pgad187_Supplementary_Data Click here for additional data file.

## Data Availability

All data are included in the manuscript and/or supporting information. Raw RNA-Seq data can be accessed in the GEO database under accession number GSE212705.

# Supplementary material for: Nitrogen-regulated antisense transcription in the adaptation to nitrogen deficiency in Nostoc sp. PCC 7120
**Source:** PNAS Nexus. 2023 Jun 2;2(6):pgad187. doi: 10.1093/pnasnexus/pgad187
**Supplement:** pgad187_Supplementary_Data

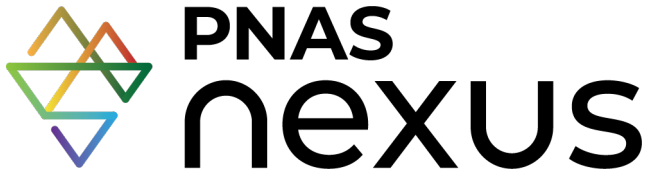

## **Supplementary Information for**

Nitrogen-regulated antisense transcription in the adaptation to nitrogen deficiency in *Nostoc* sp. PCC 7120

Manuel Brenes-Álvarez, Agustín Vioque, and Alicia M. Muro-Pastor\*

\*Alicia M. Muro Pastor  

### **This PDF file includes:**

- Supplementary text
- Figures S1 to S4
- Tables S1 to S3
- Legend for Dataset S1
- SI References

### **Other supplementary materials for this manuscript include the following:**

- Dataset S1

## Supplementary Information Text

### Supplementary Material and Methods

**Strains and growth conditions.** Cultures of *Nostoc* sp. PCC 7120 wild type, *ntcA* mutant (1) and *hetR* mutant 216 (2) were bubbled with an CO<sub>2</sub>/air mixture (1% v/v) and grown photoautotrophically at 30°C in BG11 medium (3) containing ferric citrate instead of ammonium ferric citrate, lacking NaNO<sub>3</sub> but containing 6 mM NH<sub>4</sub>Cl, 10 mM NaHCO<sub>3</sub>, and 12 mM N-tris (hydroxymethyl) methyl-2-aminoethanesulfonic acid-NaOH buffer (pH 7.5). Nitrogen deficiency was induced by filtering, washing and resuspending cells in nitrogen-free BG11 medium containing 10 mM NaHCO<sub>3</sub>. For the culture of overexpressor strains, cells were incubated with agitation at 30°C for 1 week in flasks containing liquid BG11 medium and nitrogen deficiency was induced as described above, resuspending cells in nitrogen-free medium. Culture media were solidified with 1% Bacto Agar (Difco). Strains used in this work are described in Table S1. *Nostoc* strains bearing plasmids pMBA51, pMBA75, pMBA104, pMBA105, or pMBA117 were grown in the presence of streptomycin (Sm) and spectinomycin (Sp), 2 µg/ml each (liquid medium) or 3 µg/ml each (solid medium). *E. coli* strains were grown in LB medium, supplemented with appropriate antibiotics (4).

**RNA preparation, library processing, and RNA-seq analysis.** Total RNA was isolated using hot phenol as described (5) with modifications (6) and treated with Turbo DNase (Invitrogen) to eliminate DNA traces. Strand-specific libraries compatible with Illumina sequencing were prepared using Illumina Stranded TOTAL RNA preparation RIBO-ZERO PLUS kit at the Genomics Core Facility of Cabimer (Seville, Spain) and sequenced on the Illumina platform NextSeq500.

Sequencing raw data consisted of 2 fastq files comprising 17 to 21 million paired-end reads for each sample. Quality control was carried out using FASTQC

(<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). The *Nostoc* sp. PCC 7120 Refseq genome (sequence and annotation from chromosome and plasmids) was retrieved from NCBI ([https://www.ncbi.nlm.nih.gov/genome/13531?genome\\_assembly\\_id=300961](https://www.ncbi.nlm.nih.gov/genome/13531?genome_assembly_id=300961)) and sequencing reads were mapped with HISAT2 (Kim 2019) using default parameters and “-no-spliced-alignment” parameter.

We have modified the annotation of the available Refseq genome for *Nostoc* sp. PCC7120 (May 2022), as follows. Instead of using “systematic\_names”, we used “old\_locus\_tag” as gene names. Whenever a systematic name corresponded to an old locus tag, the latter was used. The remaining systematic names without a correspondence to the previous annotation of the genome were kept as such. We have incorporated additional available information into the annotation file. Genes with a gene name assigned in the literature were renamed according to available

information. In addition, we changed gene names according to the homologies predicted by UNIPROT (<https://www.uniprot.org/>).

Conventional fragmented RNA-seq libraries from this study were combined with a dataset obtained from dRNA-seq libraries (7) to predict transcriptional units (TU). TUs were predicted using ANNOgesic (8) considering previously determined TSS (7) and a prediction of transcriptional terminators carried out by transtermHP (9), using the “terminator” function of ANNOgesic. We used default parameters for the prediction of terminators and TU. Only transcripts with an average coverage higher than 30 reads and predicted in the two biological replicates were considered. No overlapping transcripts in the same strand (subtranscripts) were allowed and previous dRNA-seq data were used to assign a TSS to a transcript. The transcript annotation generated by ANNOgesic was later processed and manually curated as follows. If the start or end of a putative TU was closer than 50 nucleotides to a TSS or terminator, the transcript was extended to the position of the TSS or terminator, respectively. Some predicted TUs were merged or split into several TUs due to their regulation or the existence of experimental data previously reported in the literature. Antisense TUs with no TSS assigned and an average coverage lower than 50 reads were discarded. Finally, sRNAs previously reported to be expressed in the conditions used in this study were also included as a transcript in case they were not predicted by ANNOgesic because of their small size.

We used HTSeq (10) with “-m union” parameter to count the number of fragments associated to each TU. The output of HTSeq was processed using *edgeR* (11) and *limma* (12) packages in R. CPM (counts per million reads) was used as the normalization method to counteract different library sequencing depth per sample. 

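The deposited counts are whole numbers per TU and were scaled here by the sum of each library's counts. TMM factors for the 6 libraries were 0.66 and 0.661 at time 0, 1.08 and 1.11 at 9 h, and 1.40 and 1.37 at 24 h.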

We performed the following comparisons WT\_9h vs. WT\_0h, WT\_24h vs. WT\_0h, and WT\_24h vs. WT\_9h. TU with an absolute  $\log_2(\text{foldchange}) > 1$  and a p-value  $< 0.05$  were considered statistically differentially expressed features. To visualize the RNA-seq coverage along the genome, BAM files were split by strands using SAMtools (13). Bamcoverage (14) was later used to obtain the number of counted fragments per nucleotide along the whole genome.

Raw RNA-Seq data can be accessed in the GEO database under accession number GSE212705.

**Comparison between transcriptomes of different organisms.** The length distribution of transcripts, 5' UTRs and 3'UTRs of *Synechocystis* sp. PCC 6803 was obtained directly from (15). The transcriptomes of *Campylobacter jejuni* 81116 and *Helicobacter pylori* 26695 were assembled using ANNOgesic and previously published transcriptomic data (16-18). The dRNA-seq data for these organisms were retrieved from NCBI GEO under accession numbers GSE38883 and GSE67564, respectively. Conventional RNA-seq data from *Helicobacter pylori* 26695 was also retrieved from NCBI SRA under accession number SRR031126. The parameters

for TSS prediction were optimized using “optimized” function from ANNOgesic, TSS were predicted using dRNA-seq data, and TU prediction was carried out using ANNOgesic with default parameters. The statistical significance of different length distribution of transcripts, 5'UTRs and 3'UTRs was determined using the Wilcoxon-Mann-Whitney test.

**Northern blot analysis, 3' RACE and primer extension assays.** The oligonucleotides used are described in Table S2. RNA for Northern blot hybridization of *as\_gltA* was separated in 8% urea-polyacrylamide as described (19) (7 µg of total RNA). Samples for Northern blot hybridization of *gltA* mRNA were treated with DNase (Turbo DNA free kit, Invitrogen), separated in 1% agarose denaturing formaldehyde gels, and transferred to Hybond-N+ membrane (GE Healthcare) using 20X SSC buffer.

The membrane in Fig. 3C was hybridized with a single-stranded *as\_gltA* radioactively labelled RNA probe transcribed *in vitro* from a PCR-generated template as described (19) (see Table S2 for oligonucleotides). Oligonucleotide 964 was end-labeled with [ $\gamma$ -<sup>32</sup>P] ATP and polynucleotide kinase and used as a probe for *as\_gltA* (Fig. 4B), while a one-strand probe for *gltA* (Fig. 4C) was labeled using oligonucleotide 1050 using a PCR product (oligonucleotides 1049+1050) as template. Hybridization to 5S rRNA or *mpB* (20) was used as a loading and transfer control. 3'-RACE assays were carried out essentially as described (21), with 6 µg of dephosphorylated total RNA (rAPid Alkaline phosphatase, Roche). The oligonucleotides used are listed in Table S2. The 3'RNA-Adapter (50 pmol) was ligated to the *Nostoc* sp. PCC 7120 total RNA at 25°C for 2 h with T4 RNA ligase (New England Biolabs). After phenol/chloroform extraction and ethanol precipitation, the RNA was reverse-transcribed with Superscript III (Invitrogen; 200 U) using 10 pmol of primer 281, complementary to the 3'RNA-adapter. The reverse transcription products were amplified by PCR using MyTaq DNA Polymerase (Bioline) with primers 282 (nested to 281) and gene-specific primer #933 using 1 µl of reverse transcription reaction as template. The PCR products were cloned in the pMBL-T cloning vector (Canvax Biotech) and 10 clones were sequenced. Primer extension analysis of 5' ends was performed as previously described (22) using the oligonucleotides described in Table S2 labeled with [ $\gamma$ -<sup>32</sup>P] ATP.

**Construction of *Nostoc* sp. PCC 7120 derivative strains.** We have used pMBA37 (21) as the backbone for overexpressing *as\_gltA* or a sponge of *as\_gltA*. The sequences encoding *as\_gltA* or the sponge of *as\_gltA* were amplified from genomic DNA using oligonucleotides 934 and 935 or 942 and 943, respectively (see Table S2 for oligonucleotides). The products were verified by sequencing, digested with NsiI and XhoI, and cloned between the NsiI and XhoI sites in pMBA37 (between the *trc* promoter and the T1 terminator of the *E. coli rrnB* gene), rendering pMBA104 and pMBA105, respectively (Table S3). pMBA51, a plasmid that overexpresses a control RNA corresponding only to the T1 terminator under the *trc* promoter (21), pMBA104 and pMBA105

were introduced in *Nostoc* wild type by conjugation as described (23) generating strains OE\_C, OE\_as\_gltA and OE\_as\_as\_gltA (sponge of as\_gltA), respectively (Table S1).

To generate a plasmid that contains a fusion between the promoter of *gltA* or *as\_gltA* and a promoterless *gfpmut2* gene in *Nostoc*, the promoter regions were amplified from genomic DNA using oligonucleotides 976 and 977 or 753 and 754, respectively. The products were checked by sequencing, digested with ClaI-XhoI, and cloned in ClaI-XhoI digested pSAM270 (24) rendering pMBA117 and pMBA75, respectively. pMBA117 and pMBA75 were introduced in *Nostoc* wild type by conjugation (23).

**Fluorescence microscopy.** Fluorescence images of *Nostoc* sp. PCC 7120 filaments carrying plasmid pMBA75 or pMBA117 subjected to nitrogen deficiency on plates were taken four days after plating in media without combined nitrogen using an Olympus FLUOVIEW FV3000 confocal laser-scanning microscope equipped with an UPlanApo 60x / 1.5 NA oil immersion objective. Samples were excited at 488 nm by an argon ion laser and fluorescent emission was monitored by collection across windows of 500–540 nm (GFP) and 650–750 nm (cyanobacterial autofluorescence). The accumulation of GFP was quantified using Olympus software and the images were further processed with ImageJ (25) for visualization purposes.

**Citrate synthase assay.** Cells from 50 ml cultures were harvested by filtration, washed with 50 mM Tris-HCl pH 8, and resuspended in 500 µl of the same buffer containing the EDTA-free protease inhibitor cocktail (Roche). Cell suspension was mixed with glass beads (SIGMA, 200 µm) in an Eppendorf tube and subjected to 10 cycles of 1 min vortexing plus 1 min of cooling on ice. The crude extract was separated from the cell debris and the unbroken cells by centrifugation (10 min at 17000 x g at 4 °C) and used for the citrate synthase activity assay. Protein concentration was determined using the Bradford method (26). Citrate synthase activity was determined in the crude extracts using a 5',5'-dithiobis-(2-nitrobenzoate) (DTNB) colorimetric assay (27). Reaction mixtures contained 25 mM Tris-HCl pH 7.5, 20 mM MgCl<sub>2</sub>, 1 mM oxalacetate, 0,1 mM acetyl-CoA, 0,1 mM DTNB and 0.3-0.6 µg of crude extract. The increase in absorbance at 412 nm was monitored at 30°C in 96-wells microtiter plates using a VarioskanLux (Thermo Fisher Scientific).

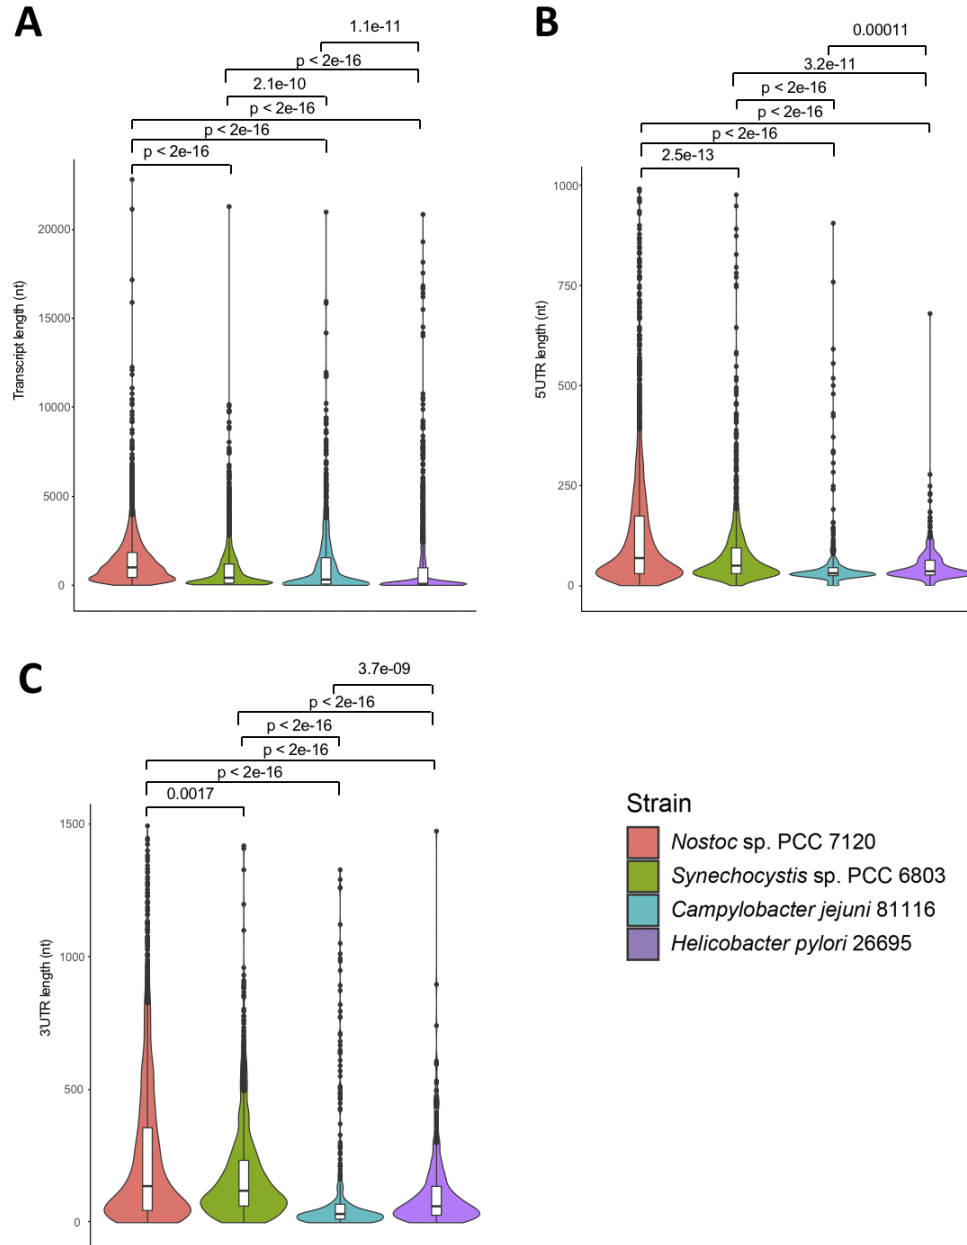

**Fig. S1. Comparison of the size distribution of transcripts length, 5'UTRs length and 3'UTRs length between *Nostoc* sp. PCC 7120 and other bacteria.** Violin and boxplots of the size distribution of transcript length (A), 5'UTR length (B), and 3'UTR length (C) are shown for *Nostoc* sp. PCC 7120 (this work), *Synechocystis* sp. PCC 6803 (15), *Campylobacter jejuni* (16), and *Helicobacter pylori* (17, 18). The adjusted p-values for statistical significance according to the Wilcoxon-Mann-Whitney test are also shown for each comparison.

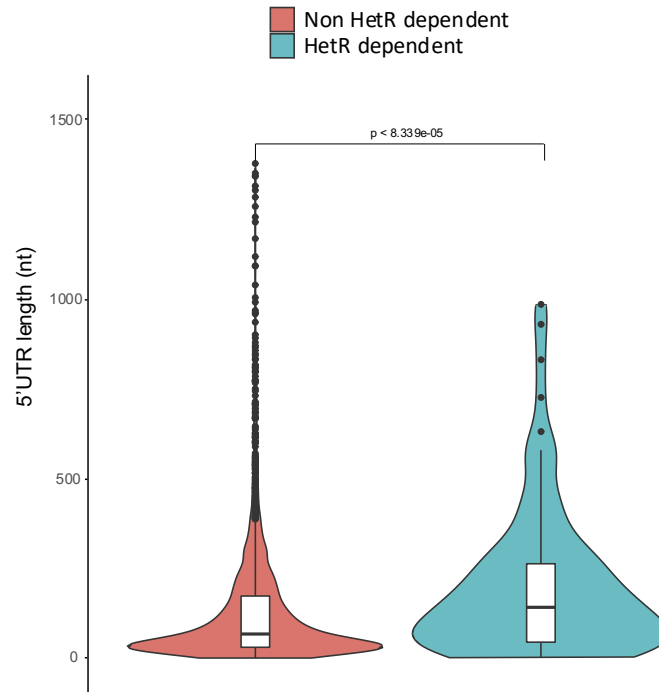

**Fig. S2. Comparison of the size distribution of 5'UTRs length between transcriptional units that contain HetR-dependent genes and all other transcriptional units.** A total of 94 transcriptional units containing protein coding genes classified as HetR-dependent in a previous clustering analysis (clusters early-DIF and late-DIF) (24) were manually tabulated. The length of their 5'UTRs was compared with the 5'UTR length in all the other protein coding transcriptional units. The adjusted p-value for statistical significance according to the Wilcoxon-Mann-Whitney test is also shown.

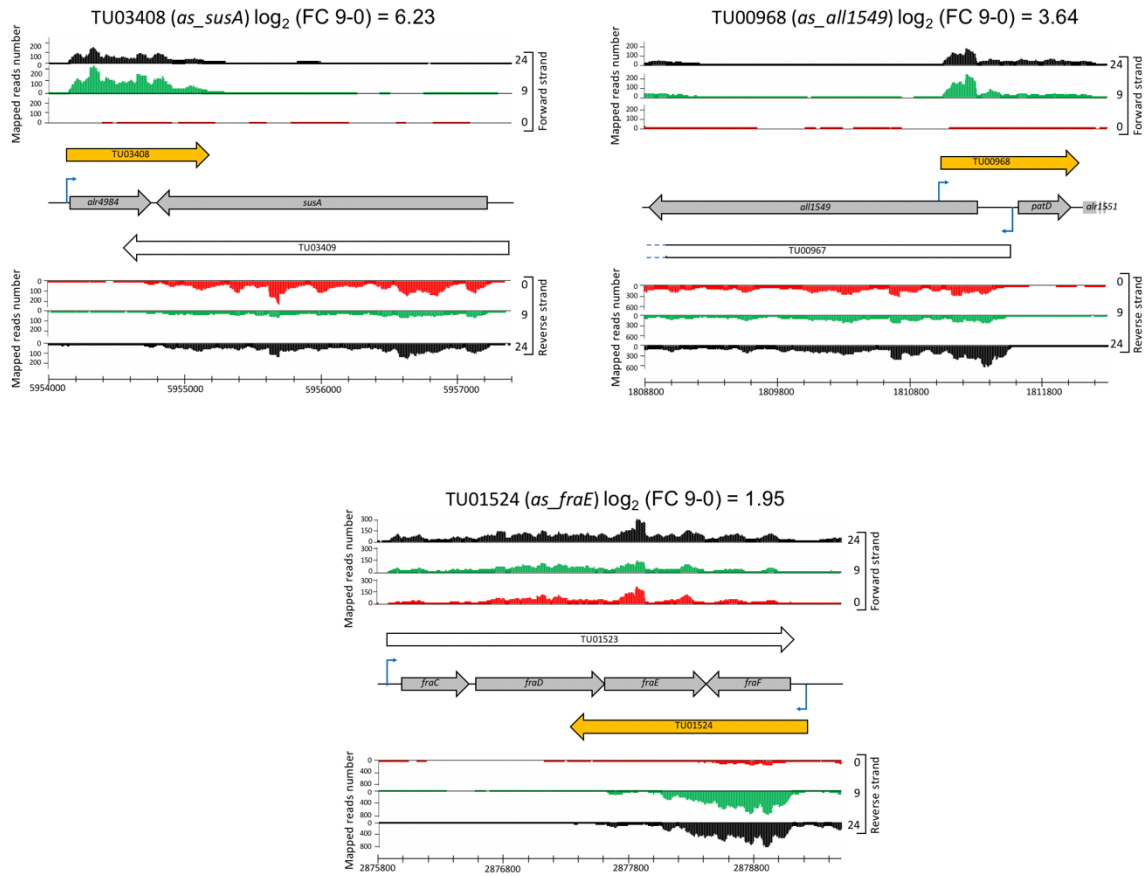

**Fig. S3. Examples of mRNA-mRNA antisense genomic arrangements involving one nitrogen-regulated mRNA.** The mapped reads distribution of RNA obtained from cells grown in the presence of  $\text{NH}_4^+$  (red), or after 9 (green) or 24 h (black) in the absence of combined nitrogen. Genomic regions containing *as\_susA*, *as\_all1549*, and *as\_fraE* are shown. Annotated ORFs are represented by gray arrows. TUs are represented by white arrows with their corresponding identification. Nitrogen-regulated antisense TUs are colored orange. Previously identified TSS are indicated by bent blue arrows. Genomic coordinates denote the position of the *Nostoc* sp. PCC 7120 chromosome. The scale indicates the number of reads mapped per nucleotide position.

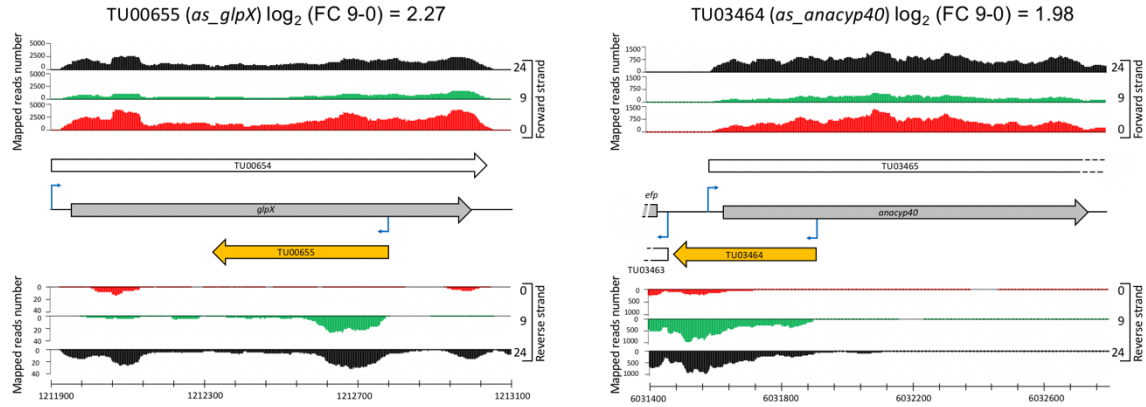

**Fig. S4. Previously described nitrogen-regulated non-coding asRNAs.** The mapped reads distribution of RNA obtained from cells grown in the presence of  $\text{NH}_4^+$  (red), or after 9 (green) or 24 h (black) in the absence of combined nitrogen. Genomic regions containing *as\_glpX* and *as\_anacyp40* are shown. Annotated ORFs are represented by gray arrows. TUs are represented by white arrows with their corresponding identification. Nitrogen-regulated antisense TUs are colored orange. Previously identified TSS are indicated by bent blue arrows. Genomic coordinates denote the position in the *Nostoc* sp. PCC 7120 chromosome. The scale indicates the number of reads mapped per nucleotide position.

**Table S1. Strains.**

| Strain                            | Description                                                                                                                                                                                            | Reference                  |
|-----------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------|
| <i>Escherichia coli</i>           |                                                                                                                                                                                                        |                            |
| DH5α                              | Used for routine transformation                                                                                                                                                                        | (28)                       |
| <i>Nostoc</i> sp.                 |                                                                                                                                                                                                        |                            |
| PCC 7120                          | Wild type                                                                                                                                                                                              | Pasteur Culture Collection |
| CSE2                              | <i>ntcA</i> mutant                                                                                                                                                                                     | (1)                        |
| 216                               | <i>hetR</i> mutant (S179N)                                                                                                                                                                             | (2)                        |
| OE_C                              | Sm <sup>R</sup> Sp <sup>R</sup> , pMBA51 inserted into plasmid alpha. <i>T1</i> terminator of <i>E. coli</i> <i>rrnB</i> gene expressed constitutively from the <i>trc</i> promoter.                   | (21)                       |
| OE_as_gltA                        | Sm <sup>R</sup> Sp <sup>R</sup> , pMBA104 inserted into plasmid alpha. <i>as_gltA</i> constitutively transcribed from the <i>trc</i> promoter.<br>Overexpression of <i>as_gltA</i>                     | This work                  |
| OE_as_as_gltA                     | Sm <sup>R</sup> Sp <sup>R</sup> , pMBA105 inserted in plasmid alpha. Sponge of <i>as_gltA</i> expressed constitutively from the <i>trc</i> promoter.<br>Overexpression of a sponge of <i>as_gltA</i> . | This work                  |
| P <sub><i>gltA</i></sub> ::GFP    | Ap <sup>R</sup> Sm <sup>R</sup> Sp <sup>R</sup> , pMB117 inserted into plasmid alpha. <i>sfGFPmut2</i> under the control of the <i>gltA</i> promoter                                                   | This work                  |
| P <sub><i>as_gltA</i></sub> ::GFP | Ap <sup>R</sup> Sm <sup>R</sup> Sp <sup>R</sup> , pMBA75 inserted in plasmid alpha. <i>sfGFPmut2</i> under the control of the <i>as_gltA</i> promoter                                                  | This work                  |

**Table S2. Oligonucleotides.**

| Name           | Sequence (5'-3')                                  | Used for                                                                      |
|----------------|---------------------------------------------------|-------------------------------------------------------------------------------|
| 387            | CTCCTAAAGTCCCCACAGCG                              | Template for <i>in vitro</i> transcription of an RNA probe for <i>as_gltA</i> |
| 797            | <b>TAATACGACTCACTATAGGGTTCGGG</b> ATGCTGTAGTGCGGC |                                                                               |
| 479            | GAATTCGTAATTCGTTATACCC                            | Primer extension <i>as_hglD</i>                                               |
| 753            | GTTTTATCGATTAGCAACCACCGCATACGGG                   | Construction of a P <sub><i>as_gltA</i></sub> - <i>gfpmut2</i> fusion         |
| 754            | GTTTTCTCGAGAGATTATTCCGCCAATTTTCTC                 |                                                                               |
| 931            | CCGTCGAGATTTGCACAATCC                             | Primer extension <i>as_gltA</i>                                               |
| 3' RNA adapter | [Phos]UUCACUGUUCUUAGCGGCCGCAUGCUC-IdT             | 3' RACE                                                                       |
| 281            | GAGCATGCGGCCGCTAAG                                |                                                                               |
| 282            | GGCCGCTAAGAACAGTG                                 |                                                                               |
| 933            | TAACGGGGTTCATTACCTTTCC                            |                                                                               |
| 934            | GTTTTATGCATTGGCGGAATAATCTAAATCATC                 | Construction of pMBA104                                                       |
| 935            | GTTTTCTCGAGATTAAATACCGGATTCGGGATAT                | Construction of pMBA105                                                       |
| 942            | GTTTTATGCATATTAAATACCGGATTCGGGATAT                |                                                                               |
| 943            | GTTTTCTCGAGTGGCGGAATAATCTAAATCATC                 | Probe for <i>as_gltA</i>                                                      |
| 964            | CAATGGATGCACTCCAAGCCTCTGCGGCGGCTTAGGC             |                                                                               |
| 965            | TCAAGGAATTATCCCGCAAGC                             | Primer extension <i>as_acsF</i>                                               |
| 966            | TCCTGTGTTGGATTTGAAAGC                             | Primer extension <i>as_fdxB</i>                                               |
| 968            | TGTTGCTGACCAAATCAGTCC                             | Primer extension <i>as_pstS2</i>                                              |
| 969            | TTACCTCACGAAGTTAGCCAG                             | Primer extension <i>as_leuA</i>                                               |
| 970            | CAAACAGGAGAACTCATTTGG                             | Primer extension <i>as_pknC</i>                                               |
| 976            | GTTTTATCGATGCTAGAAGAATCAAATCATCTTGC               | Construction of a P <sub><i>gltA</i></sub> - <i>gfpmut2</i> fusion            |
| 977            | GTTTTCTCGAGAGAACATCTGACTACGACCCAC                 |                                                                               |
| 1049           | GCATACGATGAATGCTTCCAC                             | Probe for <i>gltA</i> mRNA                                                    |
| 1050           | AGGAATACCCATCTTCCGATAC                            |                                                                               |

Restriction sites used for cloning (underlined) and T7 promoter (bold) are indicated.

**Table S3. Plasmids.**

| <b>Name</b> | <b>Description</b>                                                                                                                                                                                                                                                                 | <b>Reference</b> |
|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------|
| pSAM270     | Ap <sup>R</sup> Sm <sup>R</sup> Sp <sup>R</sup> , plasmid containing a fusion of P <sub>hetR</sub> to <i>gfpmut2</i> used as the backbone for the integration in alpha plasmid of Clal-XhoI digested fragments containing transcriptional fusions of promoters to <i>gfpmut2</i> . | (24)             |
| pMBA37      | Ap <sup>R</sup> Sm <sup>R</sup> Sp <sup>R</sup> , plasmid for the overexpression of transcripts from the <i>trc</i> promoter and followed by the <i>T1</i> terminator of the <i>E. coli rrnB</i> gene, used as transcriptional terminator.                                         | (21)             |
| pMBA51      | Ap <sup>R</sup> Sm <sup>R</sup> Sp <sup>R</sup> , control plasmid, expresses a 56 nt transcript derived from the <i>T1</i> terminator of the <i>E. coli rrnB</i> gene from the <i>trc</i> promoter.                                                                                | (21)             |
| pMBA75      | Ap <sup>R</sup> Sm <sup>R</sup> Sp <sup>R</sup> , PCR fragment generated with primers 753 and 754 cloned as a Clal-XhoI fragment in pSAM270 to generate a fusion of P <sub>as_gltA</sub> to <i>gfpmut2</i> .                                                                       | This work        |
| pMBA104     | Ap <sup>R</sup> Sm <sup>R</sup> Sp <sup>R</sup> , plasmid based on pMBA37 for the overexpression of <i>as_gltA</i> from the <i>trc</i> promoter.                                                                                                                                   | This work        |
| pMBA105     | Ap <sup>R</sup> Sm <sup>R</sup> Sp <sup>R</sup> , plasmid based on pMBA37 for the overexpression of a sponge of <i>as_gltA</i> from the <i>trc</i> promoter.                                                                                                                       | This work        |
| pMBA117     | Ap <sup>R</sup> Sm <sup>R</sup> Sp <sup>R</sup> , PCR fragment generated with primers 976 and 977 cloned as a Clal-XhoI fragment in pSAM270 to generate a fusion of P <sub>gltA</sub> to <i>gfpmut2</i> .                                                                          | This work        |

**Dataset S1 (separate file). Transcriptional units predicted in this work.** For each transcriptional unit (TU) the assigned number, start, end, length, strand, and replicon are indicated. The TSS previously determined (7) associated with TUs are also shown. Genes and locus names are indicated. Genes and loci in brackets correspond to genes not fully covered by TUs. TUs in antisense disposition to other TUs (with at least 50 overlapping nucleotides) are also shown. The 5'UTR and 3'UTR lengths are calculated based on the distance between the start and end of the TUs to their fully covered associated gene. Sheet 2 shows information about nitrogen-regulated TUs, including information about log<sub>2</sub>-foldchange and adjusted p-value for comparisons analyzed in this work.

## SI References

1. J. E. Frías, E. Flores, A. Herrero, Requirement of the regulatory protein NtcA for the expression of nitrogen assimilation and heterocyst development genes in the cyanobacterium *Anabaena* sp. PCC 7120. *Mol. Microbiol.* **14**, 823-832 (1994).
2. W. J. Buikema, R. Haselkorn, Characterization of a gene controlling heterocyst differentiation in the cyanobacterium *Anabaena* 7120. *Genes and Dev* **5**, 321-330 (1991).
3. R. Rippka, J. Deruelles, J. B. Waterbury, M. Herdman, R. Y. Stanier, Generic assignments, strain stories and properties of pure cultures of cyanobacteria. *J. Gen. Microbiol.* **111**, 1-61 (1979).
4. J. F. Sambrook, D. W. Russell, "Molecular cloning: A laboratory manual". (Cold Spring Harbor Laboratory, Cold Spring Harbor, N Y, 2001).
5. A. Mohamed, C. Jansson, Influence of light on accumulation of photosynthesis-specific transcripts in the cyanobacterium *Synechocystis* 6803. *Plant Mol. Biol.* **13**, 693-700 (1989).
6. M. Brenes-Álvarez, E. Olmedo-Verd, A. Vioque, A. M. Muro-Pastor, Identification of conserved and potentially regulatory small RNAs in heterocystous cyanobacteria. *Front. Microbiol.* **7**, 48 (2016).
7. J. Mitschke, A. Vioque, F. Haas, W. R. Hess, A. M. Muro-Pastor, Dynamics of transcriptional start site selection during nitrogen stress-induced cell differentiation in *Anabaena* sp. PCC7120. *Proc. Natl. Acad. Sci. USA* **108**, 20130-20135 (2011).
8. S. H. Yu, J. Vogel, K. U. Forstner, ANNOgesic: a Swiss army knife for the RNA-seq based annotation of bacterial/archaeal genomes. *GigaScience* **7**, 1-11 (2018).
9. C. L. Kingsford, K. Ayanbule, S. L. Salzberg, Rapid, accurate, computational discovery of Rho-independent transcription terminators illuminates their relationship to DNA uptake. *Genome Biol.* **8**, R22 (2007).
10. S. Anders, P. T. Pyl, W. Huber, HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166-169 (2015).
11. M. D. Robinson, D. J. McCarthy, G. K. Smyth, edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139-140 (2010).
12. M. E. Ritchie *et al.*, *limma* powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.* **43**, e47 (2015).
13. H. Li *et al.*, The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078-2079 (2009).
14. F. Ramírez *et al.*, deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* **44**, W160-165 (2016).
15. M. Kopf *et al.*, Comparative analysis of the primary transcriptome of *Synechocystis* sp. PCC 6803. *DNA Res.* **21**, 527-539 (2014).
16. G. Dugar *et al.*, High-resolution transcriptome maps reveal strain-specific regulatory features of multiple *Campylobacter jejuni* isolates. *PLoS Genet.* **9**, e1003495 (2013).
17. T. Bischler, H. S. Tan, K. Nieselt, C. M. Sharma, Differential RNA-seq (dRNA-seq) for annotation of transcriptional start sites and small RNAs in *Helicobacter pylori*. *Methods* **86**, 89-101 (2015).
18. C. M. Sharma *et al.*, The primary transcriptome of the major human pathogen *Helicobacter pylori*. *Nature* **464**, 250-255 (2010).
19. C. Steglich *et al.*, The challenge of regulation in a minimal photoautotroph: non-coding RNAs in *Prochlorococcus*. *PLoS Genet.* **4**, e1000173 (2008).
20. A. Vioque, Analysis of the gene encoding the RNA subunit of ribonuclease P from cyanobacteria. *Nucleic Acids Res.* **20**, 6331-6337 (1992).
21. E. Olmedo-Verd, M. Brenes-Álvarez, A. Vioque, A. M. Muro-Pastor, A heterocyst-specific antisense RNA contributes to metabolic reprogramming in *Nostoc* sp. PCC 7120. *Plant Cell Physiol.* **60**, 1646-1655 (2019).

22. A. M. Muro-Pastor, A. Valladares, E. Flores, A. Herrero, The *hetC* gene is a direct target of the NtcA transcriptional regulator in cyanobacterial heterocyst development. *J. Bacteriol.* **181**, 6664-6669 (1999).
23. J. Elhai, C. P. Wolk, Conjugal transfer of DNA to cyanobacteria. *Methods Enzymol* **167**, 747-754 (1988).
24. M. Brenes-Álvarez *et al.*, Elements of the heterocyst-specific transcriptome unravelled by co-expression analysis in *Nostoc* sp. PCC 7120. *Environ. Microbiol.* **21**, 2544-2558 (2019).
25. J. Schindelin *et al.*, Fiji: an open-source platform for biological-image analysis. *Nat. Methods* **9**, 676-682 (2012).
26. M. M. Bradford, A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. *Anal. Biochem.* **72**, 248-254 (1976).
27. P. A. Srere, Citrate synthase. *Methods Enzymol.* **13**, 3-11 (1969).
28. D. Hanahan, Studies on transformation of *Escherichia coli* with plasmids. *J. Mol. Biol.* **166**, 557-580 (1983).

How the deposited data were processed for this re-analysis (not part of the article)

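RNA of Nostoc sp. PCC 7120 was sequenced by the authors at time 0 and 9 and 24 h after the removal of combined nitrogen, with 2 biological replicates at each time. The files analysed are 6 tables of fragments per TU, in unnormalized counts that the authors made with HTSeq in union mode, and a map of 4039 TUs. For the authors' own comparisons, the paper names edgeR and limma, with CPM as the normalization. Genes were placed with a table of locus tags and the part of Data Set S1 used here, which covers 1999 TUs in its sheet of TUs and 1437 in its sheet of nitrogen regulation. No genome sequence was used here, so promoter motifs were not searched. Library totals ranged from 8626106 to 14184439 counts.

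Counts were fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) with library-size scaling, no normalization factors and no filter apart from the 6 TUs without counts. The groups were the 3 times, and 9 h against 0 h, 24 h against 0 h and 24 h against 9 h were compared. A TU was called at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05. For edgeR the SE is the size of the log2 fold change divided by the square root of the F statistic. It is not a standard error estimated by the fit, and it can understate the spread where a large change starts from few counts. For DESeq2 and limma the SE is the one that each fit estimates. This design, the rule for named TUs and the alternatives were set before the data were examined, except as stated here, although the values in the paper's tables had been seen. Alternatives were TMM factors, DESeq2 1.42.0, limma 3.58.1 (limma-trend with a prior count of 2, and voom), filterByExpr, the 4 libraries compared alone, a replicate block, each library left out in turn, other thresholds, and other definitions of antisense and coding TUs. With a library left out, the lone library of that time was assumed to vary like the other groups.

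A fit with limma-trend, TMM factors and a prior count of 3 was added after the data had been seen. It was picked because it came closest to the paper's log2 fold changes at 9 h among 12 settings compared with them, which were edgeR, voom and 4 prior counts on log2 CPM, each with library-size scaling and with TMM factors. The 5′UTR comparison with TMM factors was also added after the data had been seen.

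On simulated data with 4033 TUs, 200 of them changed, edgeR with library-size scaling found 120 of the 120 changes over 2-fold with 3 false calls. The other simulated changes were of exactly 2-fold and lay at the threshold. Unchanged TUs had the same simulated mean share in all libraries, so most TUs did not shift. The simulation therefore does not test library-size scaling under the shift of all TUs seen in these data. The permutation test of mRNAs opposite antisense TUs gave p = 0.682 on simulated values without an effect, and with a planted fall of 1 a difference of -0.86 with p = 0.0002, the smallest that 10000 random lists can give. Replicate numbers do not pair the samples, since the correlations of replicate deviations between times were 0.067, 0.042 and -0.021. The common dispersion was 0.00951.

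An antisense TU overlaps a TU of the other strand by more than 50 nt, and a coding TU fully contains a coding gene. TUs named in the text are those that the paper names, the mRNA TUs they overlap, and those with genes beginning with hep, nif, het, dev or hgl. The rule adds the 5 largest rises and 5 largest falls of each comparison among called TUs whose libraries do not overlap between the times, and the noncoding antisense TUs with the largest called falls at 9 h, of which there were 4. TU03861, TU01076 and TU02153 were chosen after their values were seen. The mRNAs opposite induced antisense TUs were compared with 10000 random lists matched on mean expression in 20 bins, and 5′UTR lengths with 100000 permutations, both two-sided. Fold changes against a group without counts are lower bounds against 3 counts over the group, and those against 1 to 3 counts are given with exact (Clopper-Pearson) 95% intervals from scipy 1.17.1, which cover counting error only. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.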

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

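All tests of explanations in this part, and the judgements on them, were set after the values were seen. The change from time 0 differed between 9 and 24 h for 560 TUs that were higher and 62 that were lower at 24 h, and the 5 largest rises and 5 largest falls are given here.

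The 5 largest rises from 9 to 24 h, as log2 fold changes, were those of TU00929 (nifS, nifU and nifH) with 8.74, TU00922 (nifK to nifW) with 7.57, TU00948 (nifB) with 7.00, TU00552 (nifH2) with 6.84 and TU00923 (hesB and fdxH) with 6.24. The 5 largest falls were those of TU01304 with -3.91, TU01944 (alr3008) with -2.51, TU01827 (hepC-hepA) with -2.15, TU01822 (alr2822 to alr2824) with -2.10 and TU02503 (all3772) with -2.10. TU01304 was above time 0 at 9 h (1.93) and below it at 24 h (-1.97), also with TMM factors (1.20 and -3.04). The smallest of the 10 changes over TMM factors, DESeq2, voom and limma-trend was 2.09 in size. Scaling is argued against for the 5 rises, the smallest of which was 5.91 with TMM factors. For the 5 falls these fits do not decide on scaling, since TMM factors only deepen them (TU02503 to -2.43). Low counts are argued against, since each of the 10 had at least 2339 counts in both libraries at the time of its higher level. Reads shared between similar genes were not tested and stay open, as do scaling for the 5 falls and a biological difference between early and late differentiation.

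The paper does not discuss noncoding antisense TUs that fall. With library-size scaling 4 of 1056 were called lower at 9 h, against 536 called higher, and with TMM factors 23 were lower and 175 higher. The 4 are TU01820 with -3.98 (SE 0.60, adjusted p = 0.00013), TU01161 with -1.63 (SE 0.13, adjusted p = 8.4e-07), TU01431 with -1.27 (SE 0.23, adjusted p = 0.0005) and TU00185 with -1.01 (SE 0.19, adjusted p = 0.00073). TU01161 and TU00185 hold a part of a coding gene (alr1819 and sjdR), and are mRNA TUs where partly covered genes count as coding. TU01820 lies opposite hetP-patC (TU01819) and had 112 to 129 counts at time 0 and 6 in each library at 9 h, when hetP-patC rose by 4.13. From 9 to 24 h TU01820 rose by 5.69 (SE 0.53, adjusted p = 1.6e-05), and by 4.91 without 24 h replicate 1. At 24 h against time 0 it had 1.70, which was 0.93 and not called without 24 h replicate 1, 2.21 without 24 h replicate 2, and 0.63 and not called with TMM factors.

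The smallest of these falls over 5 fits was -0.99, for TU00185 with limma-trend and library size, which is just short of the threshold. This does not decide on scaling as their source, since TMM factors only deepen them (TU00185 to -1.74). TU00185 also fell short of it without 0 h replicate 1 (-0.98) and without 9 h replicate 1 (-0.86). Reads of the transcript of the other strand are argued against, since each TU changed by at least 1.61 less than any TU opposite. Low counts are argued against, with at least 112 counts in each library at time 0. Scaling, reads shared between similar sequences and a biological cause stay open.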

How the results depend on the processing

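The fit with limma-trend, TMM factors and a prior count of 3, picked for its closeness to the paper's values, and the 5′UTR comparison with TMM factors were chosen after seeing the data. The promoter motifs were not run, since no genome sequence was used here, nor were the 5′UTR and antisense share with assigned start sites alone, since start sites were read for 1999 of 4039 TUs.

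The number of called TUs moved most with the scaling and with the fold threshold. Against 1562 TUs at 9 h, 2303 at 24 h and 622 between 9 and 24 h with library-size scaling, TMM factors gave 823, 1203 and 394, DESeq2 gave 786, 1160 and 370, and limma-trend with TMM factors and a prior count of 3 gave 796, 1165 and 364. The share called higher fell from 95.5%, 97.9% and 90.0% to 62.5%, 64.1% and 55.8% with TMM factors. Without a fold threshold the counts were 3075, 3524 and 2303, and with glmTreat against a log2 fold change of 1 they were 862, 1828 and 128, as a looser and a stricter threshold give by construction. limma-trend and voom with library size, filterByExpr, an unadjusted p and the 4 libraries compared alone stayed within 1.5 times of the counts with library-size scaling. So did the fits without each library in turn, which gave 1448 to 1589, 2269 to 2304 and 539 to 643 TUs, and a replicate block, which gave 1565, 2306 and 627.

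The antisense mRNA TUs above 3 numbered 29, and 22 to 33 under the alternatives. The noncoding antisense TUs above 3 numbered 32, but 16 with TMM factors, 16 with DESeq2, 20 with limma-trend and library size, and 13 with limma-trend, TMM factors and a prior count of 3. Without each library in turn there were 31 to 43, the most without 0 h replicate 2. The cause was not tested.

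The median change of mRNA TUs opposite induced antisense TUs differed from random lists by -0.15 (permutation p = 0.0772 from random lists). The sign turned with DESeq2 (0.043), with limma-trend, TMM factors and a prior count of 3 (0.012), and without 0 h replicate 2 (0.015), and the fits without a library ranged from -0.15 to 0.015. With noncoding antisense TUs alone the difference was -0.23 (permutation p = 0.0462), the one p below 0.05 among the alternatives, whose p ran up to 0.914, and no correction was made for their number. The cause was not tested.

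The difference in 5′UTR length kept its direction and its side of the threshold with a log2 fold change above 1 (24.0 nt) and with TMM factors (106.5 nt). Against 2611 antisense TUs, other overlap minimums gave 2227 to 2713. With partly covered genes counted as coding, 1677 were coding and 934 noncoding, against 1555 and 1056. The genes covered were 78.2% at any overlap, against 69.2%. The tail-to-tail share was 81.9% without nested pairs and 80.4% with these assigned by the nearer ends, against 74.6%. The rise of the antisense share of counts at 24 h was 1.62 percentage points without TU03861, against 1.63.

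Some mRNA TUs turned in sign with TMM factors, DESeq2 and limma-trend with TMM factors and a prior count of 3, given in this order. Each of these fits moves these TUs down by nearly the same amount at a given time, so the turns follow from the scaling and say nothing about single TUs. At 9 h these were alr0188 (TU00138; 0.066 against -0.66, -0.70 and -0.66), TU00652 (0.47 against -0.26, -0.29 and -0.26), all1549 (TU00967; 0.079 against -0.65, -0.68 and -0.65), fraC-fraD-fraE (TU01523; 0.44 against -0.29, -0.32 and -0.29), leuA (TU02296; 0.025 against -0.71, -0.74 and -0.70) and alr3771 (TU02502; 0.72 against -0.012, -0.043 and -0.0098). At 24 h these were gltA (TU00167; 0.58 against -0.48, -0.54 and -0.48) and all1549 (TU00967; 0.23 against -0.84, -0.89 and -0.85). Without each library in turn alr0188 (TU00138) ranged from -0.011 to 0.15 and leuA (TU02296) from -0.0016 to 0.051. Counts of 0 to 3 at time 0 limit the values of TU02147, TU02956, TU01622, TU01725 and TU03198.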

Differences from the paper's values

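In each pair the first value is the log2 fold change with library-size scaling and the second is the paper's, for log2 FC 9-0 and log2 FC 24-0. The values of Tables 1 and 2 and of the 3 TUs given in the text differ by more than the SE, by a median of 0.82 at 9 h and 1.15 at 24 h with TU02147 left out.

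For log2 FC 9-0 in Table 1, these are the pairs with the paper's value second. At 9 h the pairs are TU01301 8.10 and 7.28, TU03408 7.37 and 6.23, TU02503 7.00 and 6.18, TU00203 6.27 and 5.42, TU00037 6.08 and 5.27, TU02896 5.88 and 5.15, TU01911 6.08 and 4.82, and TU01656 5.38 and 4.65. Further pairs at 9 h are TU00909 5.33 and 4.56, TU01443 5.25 and 4.33, TU00901 5.24 and 4.30, TU02336 4.97 and 4.01, TU02841 4.63 and 3.86, TU02078 4.61 and 3.81, TU01767 4.52 and 3.78, and TU02125 4.50 and 3.75. The last of Table 1 at 9 h are TU01093 4.46 and 3.71, TU00968 4.46 and 3.64, TU02430 4.34 and 3.59, TU00398 4.16 and 3.43, TU01671 4.15 and 3.39, TU03256 3.96 and 3.23, and TU01496 3.91 and 3.17. In Table 2 at 9 h the pairs, again with the paper's second, are TU03089 5.29 and 4.51, TU03269 5.35 and 4.43, TU00166 5.42 and 4.43, TU03638 5.91 and 4.40, TU00092 5.27 and 4.25, TU01725 5.97 and 4.05, TU01622 5.96 and 4.03, and TU02297 4.60 and 3.79. The other pairs of Table 2 at 9 h are TU01075 4.75 and 3.79, TU00785 4.60 and 3.56, and TU00867 3.96 and 3.02. At 9 h as_fraE (TU01524) has 2.68 against the paper's 1.95, as_glpX (TU00655) 3.39 against the paper's 2.27 and as_anacyp40 (TU03464) 2.73 against the paper's 1.98.

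For log2 FC 24-0 in Table 1, these are the pairs with the paper's value second. At 24 h the pairs are TU01301 7.21 and 6.04, TU03408 6.22 and 4.75, TU02503 4.91 and 3.76, TU00203 8.43 and 7.24, TU00037 4.64 and 3.50, TU02896 4.67 and 3.59, TU01911 6.99 and 5.80, and TU01656 4.03 and 2.96. Further pairs at 24 h are TU00909 6.60 and 5.50, TU01443 5.75 and 4.49, TU00901 5.74 and 4.47, TU02336 4.88 and 3.59, TU02841 3.70 and 2.58, TU02078 3.20 and 2.08, TU01767 4.29 and 3.22, and TU02125 3.66 and 2.59. The last of Table 1 at 24 h are TU01093 3.94 and 2.86, TU00968 3.88 and 2.72, TU02430 2.87 and 1.80, TU00398 3.81 and 2.74, TU01671 3.96 and 2.88, TU03256 3.30 and 2.22, and TU01496 3.03 and 1.96. In Table 2 at 24 h the pairs, again with the paper's second, are TU03089 4.72 and 3.60, TU03269 5.76 and 4.50, TU00166 5.02 and 3.70, TU03638 5.23 and 3.42, TU00092 5.67 and 4.33, TU01725 5.77 and 3.53, TU01622 5.66 and 3.42, and TU02297 4.01 and 2.87. The other pairs of Table 2 at 24 h are TU01075 4.77 and 3.48, TU00785 4.31 and 2.96, and TU00867 3.19 and 1.97. For TU02147, which has no counts at time 0, the lower bounds are 6.12 for log2 FC 9-0 and 6.41 for log2 FC 24-0, against the paper's 5.11 and 5.09. Its bounds are within 1.5 times of the paper's fold with TMM factors, DESeq2 and limma-trend with TMM factors and a prior count of 3, which was chosen after seeing the values. Without 0 h replicate 1 or 2 they are too, where the 3 counts of the floor are set against 1 library. The floor sets the size of these bounds in each case, so their closeness to the paper's values decides nothing.

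Of the alternatives set before the data were examined, TMM factors bring 30 of 37 values at 9 h within the SE of the paper's. At 24 h they bring 27 of 34. DESeq2 brings 34 at 9 h and 32 at 24 h. The SEs of these fits differ in kind, so these numbers do not rank the fits. At 9 h TU03408 was at 6.65 with TMM factors and 6.64 with DESeq2, against the paper's 6.23. Only the DESeq2 value was within its SE. All fits use the same counts, so the SE is a limit chosen for the comparison and not an error between fits. With TMM factors TU03408, TU02336, TU00166, TU03638, TU00092, TU01725 and TU01622 still differ at both times, and with DESeq2 TU01725 and TU01622 do at both times and TU03638 at 9 h. With voom and library size TU01911 alone has a difference within its SE, though it stays above the paper's values, with 5.66 against the paper's 4.82 for log2 FC 9-0 and 6.96 against the paper's 5.80 for log2 FC 24-0. In the same way TU01911 is within the SE for log2 FC 24-0 without 0 h replicate 1 (6.84), and TU00785 (3.95) and TU00867 (3.35) are for log2 FC 9-0 without 0 h replicate 2. Leaving out a library also moves values away from the paper's. Without 0 h replicate 1, TU00785 was at 5.76 and TU00867 at 4.96 for log2 FC 9-0, and TU00901 was at 6.00 without 0 h replicate 2. limma-trend with library size, filterByExpr, the 4 libraries compared alone, the replicate block and the other fits without a library bring none of the values within the SE. limma-trend with TMM factors and a prior count of 3, chosen after seeing the values as the closest to the paper's of 12 settings compared with them, brings all 37 and all 34 within it, and it calls 789 of the paper's 790 TUs at 9 h, 1159 of 1159 at 24 h and 361 of 361 between 9 and 24 h, so it drops 1. Over the 1437 TUs of Data Set S1 this fit differs from the paper's log2 fold changes by at most 0.0009 at 9 h. The largest differences are 0.0005 at 24 h and 0.0006 between 9 and 24 h, and the fit was picked on 9 h alone. These values argue that the paper's log2 fold changes include TMM factors, and against library-size scaling alone. The paper's text names edgeR, limma and CPM and does not name TMM factors or a prior count.

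TUs called higher and TUs called lower number 1492 and 70 at 9 h, against the paper's 490 and 300 in Data Set S1, 2254 and 49 at 24 h against the paper's 735 and 424, and 560 and 62 between 9 and 24 h against the paper's 194 and 167. TMM factors (514 and 309, 771 and 432, 220 and 174), DESeq2 (458 and 328, 677 and 483, 185 and 185) and the limma-trend fit with TMM factors chosen after seeing the values (496 and 300, 741 and 424, 197 and 167) come within 1.5 times of each of these. Without a fold threshold the TUs called lower at 9 h (295) do too, and no other count does under that threshold, an unadjusted p, glmTreat, limma-trend or voom with library size, filterByExpr, the 4 libraries compared alone, the replicate block or the fits without a library. In Data Set S1 the adjusted p is exactly 0 for 647 of 1437 TUs at 9 h, 278 at 24 h and 1076 between 9 and 24 h, and 641, 278 and 1064 of these have an absolute log2 fold change under 1, while no TU under 1 has a p above 0. A p of 0 was therefore read as a mark of a TU that was not called.

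Noncoding antisense TUs with a log2 fold change above 3 number 32, against the paper's 12. The 32 include TU02841, which the paper lists in Table 1 as an mRNA, so the groups are not alike. TMM factors (16) and DESeq2 (16) come within 1.5 times of it, as does the limma-trend fit with TMM factors and a prior count of 3 (13), which was chosen after seeing the values, and the other alternatives do not. The paper's text gives TU00652 for as_glpX and TU03461 for as_anacyp40, whereas Data Set S1 gives TU00655 and TU03464. TU00652 lies on the forward strand and has no overlap of more than 50 nt with a TU of the other strand, and its log2 fold change at 9 h was 0.47, while that of TU03461 was 2.40. The paper states that the mRNA of the pst operon (TU03088) varies little, and its change at 24 h was -0.090 with library-size scaling and -1.15 with TMM factors.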

Other observations

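The tests of explanations for the shift of all TUs, for the antisense share, for the TUs of Tables 1 and 2 and for as_glpX were chosen after the values were seen, as was the 5′UTR comparison with TMM factors, and the judgements on these explanations were set after the values were seen.

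With library-size scaling the median log2 fold change of all TUs lies above 0, at 0.77 at 9 h and 1.15 at 24 h. A difference in depth is argued against, since the 9 h libraries are the shallowest and their median is also above 0, at 0.77. One factor for every TU is argued against: the ratio of 24 h to 0 h was 4.23 for TUs at 3 to 6 CPM per kb at time 0 and 1.18 for TUs at 200 to 1000, a quotient of 3.59. Selection by coverage when the map was made may enlarge the ratio of TUs under 10. For TUs at 20 to 40, where such selection is argued against below, the ratio was smaller, at 1.81, but still above 1.18. A loss of counts from the 100 most abundant TUs is argued against as the whole cause, though it may be part of it. These TUs held 56.2% of counts. Without them in the library size, the median change in log2(CPM + 1) from 0 to 24 h went from 1.04 to 0.53.

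The rise grew less than the baseline did: TUs at 3 to 6, 6 to 10 and 10 to 20 CPM per kb at time 0 in replicate 1 rose by a median of 7.41, 8.08 and 10.1 at 9 h and 15.4, 15.1 and 17.9 at 24 h against replicate 2. The rise at 10 to 20 divided by that at 3 to 6 was 1.37 at 9 h and 1.16 at 24 h, where a common factor would give about 3. At 24 h the rise grew further, to 20.8, 27.5 and 34.8 for TUs at 20 to 40, 40 to 80 and 80 to 200, and to 46.0 for TUs at 200 to 1000. A signal added per length of like size in low TUs cannot be told apart from other causes, because it was found and tested on the same data. An exactly even background is argued against, since the rise at 24 h was 25.0 (bootstrap SE 1.27) for low TUs of plasmid alpha and 15.8 (0.285) for those of the chromosome, a quotient of 1.58. Selection by coverage when the map was made is argued against for TUs at 20 to 40 at time 0, which were well covered and rose by 20.8. For TUs under 10 it cannot be told apart from an added signal, because the 5th percentile over TUs of the highest of the 3 times is 13.3 CPM per kb, so that a TU this low at time 0 is in the map mostly if a later library covers it. Genomic DNA cannot be told apart from transcription over the whole genome, since the copy numbers of the replicons at each time are not known, and the quotient of plasmid alpha to chromosome was 0.976 at 9 h.

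The 1056 noncoding antisense TUs took a mean share of 1.56% of the counts at time 0, 2.48% at 9 h and 3.19% at 24 h, with SDs of 0.0107, 0.0422 and 0.0754 (n = 2). No test was made of the rise of 1.63 percentage points at 24 h. A single TU as the source is argued against, since the rise was 1.62 without the TU with the most counts (TU03861). The signal per length seen in low coding TUs would give 65.1% of the rise at 24 h, and 72.1% of that at 9 h, and it cannot be told apart from a rise of antisense transcription, because its size in noncoding TUs is assumed. Low coding TUs rose by 9.82 (bootstrap SE 0.361) at 9 h and 15.7 (0.502) at 24 h, and low noncoding antisense TUs by 7.78 (0.263) and 17.1 (0.454) CPM per kb.

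The rises of the 35 TUs of Tables 1 and 2 were set against those of low coding TUs, which had a 95th percentile of 57.3 CPM per kb at 9 h and 69.1 at 24 h. That signal is argued against as the cause for the 21 TUs that rose by more than this at 9 h, and for 15 at 24 h. For the other 14 at 9 h and 20 at 24 h, it cannot be told apart from induction by these counts alone. Of the 14, 5 are in Table 1 and 9 in Table 2. The rises of these TUs lie within the spread of low coding TUs, some of which may be induced themselves. The 14 include as_pknC, as_fdxB, as_gltA, as_hglD and as_acsF, for which the paper has other evidence of induction. It reports nitrogen-induced primer extension products for each, absent in the ntcA mutant for as_pknC and as_fdxB. For as_gltA it also reports loss in the hetR mutant and a promoter active specifically in heterocysts. At 24 h the levels of as_acsF (TU00867) and as_fdxB (TU01622) lay below the median rise of low coding TUs, at 0.796 and 0.984 times its size. The rise of alr3195 (TU02078) at 24 h, 14.0 CPM per kb, was also below this median of 15.7. For as_glpX (TU00655), which is in neither table, these counts cannot tell the signal apart from induction either. The paper describes its promoter as HetR-dependent. Its level was 0.828 times the median rise at 9 h and 0.449 times at 24 h.

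The TUs of Tables 1 and 2 were also compared with the TUs opposite. Reads of the transcript of the other strand are argued against at 9 h for 34 of the 35, which rose by over 1 more than each TU opposite. For TU01075 the changes at 9 h do not decide, since TU01076 opposite it rose as much (a difference of -0.035). From 9 to 24 h, however, TU01075 changed by 0.022 (SE 0.16) and TU01076 by -0.70 (SE 0.14). TU01076 also overlaps only 16.7% of the length of TU01075. These values argue against reads of TU01076 as the whole source of the signal of TU01075, while a part cannot be told apart.

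Whether mRNAs opposite induced antisense TUs fall more than other antisense-covered mRNAs was asked for 65 mRNA TUs opposite 61 induced antisense TUs. Their median log2 fold change at 9 h was 0.46, against 0.61 in random lists matched on expression, a difference of -0.15 (two-sided permutation p = 0.0772, across TUs, which are not independent replicates). The test did not show a larger fall, and the difference turned in sign with DESeq2 (0.043).

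The 5′UTRs of 88 mRNA TUs with a log2 fold change above 3 at 9 h had a median length of 164.5 nt, against 70.0 nt in the other 2368 mRNA TUs, a difference of 94.5 nt (p = 2e-05 from a two-sided permutation test, across TUs, which are not independent replicates). With TMM factors the difference was 106.5 nt for 58 TUs (permutation p = 5e-05). Some of these lengths can include a gene that could not be placed. The paper's list of HetR-dependent TUs was not used here, and no biological explanation of this difference was tested.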
